# Triple Isozyme Lactic Acid Dehydrogenase Inhibition in Fully Viable MDA-MB-231 Cells Induces Cytostatic Effects That Are Not Reversed by Exogenous Lactic Acid

**DOI:** 10.3390/biom11121751

**Published:** 2021-11-24

**Authors:** Elizabeth Mazzio, Nzinga Mack, Ramesh B. Badisa, Karam F. A. Soliman

**Keywords:** LDH, glycolysis, inhibitor, cancer cells

## Abstract

A number of aggressive human malignant tumors are characterized by an intensified glycolytic rate, over-expression of lactic acid dehydrogenase A (LDHA), and subsequent lactate accumulation, all of which contribute toward an acidic peri-cellular immunosuppressive tumor microenvironment (TME). While recent focus has been directed at how to inhibit LDHA, it is now becoming clear that multiple isozymes of LDH must be simultaneously inhibited in order to fully suppress lactic acid and halt glycolysis. In this work we explore the biochemical and genomic consequences of an applied triple LDH isozyme inhibitor (A, B, and C) (GNE-140) in MDA-MB-231 triple-negative breast cancer cells (TNBC) cells. The findings confirm that GNE-140 does in fact, fully block the production of lactic acid, which also results in a block of glucose utilization and severe impedance of the glycolytic pathway. Without a fully functional glycolytic pathway, breast cancer cells continue to thrive, sustain viability, produce ample energy, and maintain mitochondrial potential (ΔΨ_M_). The only observable negative consequence of GNE-140 in this work, was the attenuation of cell division, evident in both 2D and 3D cultures and occurring in fully viable cells. Of important note, the cytostatic effects were not reversed by the addition of exogenous (+) lactic acid. While the effects of GNE-140 on the whole transcriptome were mild (12 up-regulated differential expressed genes (DEGs); 77 down-regulated DEGs) out of the 48,226 evaluated, the down-regulated DEGS collectively centered around a loss of genes related to mitosis, cell cycle, GO/G1–G1/S transition, and DNA replication. These data were also observed with digital florescence cytometry and flow cytometry, both corroborating a G0/G1 phase blockage. In conclusion, the findings in this work suggest there is an unknown element linking LDH enzyme activity to cell cycle progression, and this factor is completely independent of lactic acid. The data also establish that complete inhibition of LDH in cancer cells is not a detriment to cell viability or basic production of energy.

## 1. Introduction

Triple-negative breast cancer (TNBC) is an aggressive cancer, most common in African American women, being associated with fewer treatment options, advanced stage diagnosis, high recurrence, and low overall survival rates [1,2]. While a wide variety of solid tumors display elevated aerobic glycolysis, concomitant to over-expressed lactic acid dehydrogenase (LDH) and production of lactic acid, these factors are accentuated in TNBC compared with hormone receptor-positive breast cancers [3,4]. Worse, primary taxane-based chemotherapies used to treat TNBC contribute toward a glycolytic-rich chemo-resistant acidic phenotype in which LDHA expression is amplified [5,6]. Although the pursuit of LDHA inhibitors has been underway, there appears to be a gap in the literature exploring the consequences of inhibiting the enzyme itself vs. blocking production of the end product, where many studies never measured for changes in lactic acid. In our facility, we found that the inhibition of LDHA failed to block lactic acid production or alter glycolysis in diverse cancer cell line models; including (1) cells with LDHA silenced genes using lentiviral shRNA and [7] (2) applying confirmed human recombinant LDHA inhibitors derived from a high-throughput screening, which had no effect on lactic acid produced, glucose consumed, or ATP when tested in vitro [8,9]. These findings led to the supposition that (1) either there is another biochemical route to the production of lactic acid or (2) more than one LDH isozyme (isoform) is responsible for lactic acid production, of which the latter hypothesis was confirmed. Confirmation came from observing the biochemistry taking place in an established dual knock out of both LDHA and LDHB, which fully blocked lactic acid, attenuated glucose use, and severely impeded glycolysis [10,11]. Therefore, a full block of lactic acid production by inhibiting several forms of LDH is absolutely pivotal in setting forth a proper experimental design that seeks to define the consequences of targeting LDH in cancer, in particular, as it relates to the full shut down of glycolysis. It was not until the recent availability of multiplex LDH isoform inhibitors (LDHA, LDHB, LDHC, and LDHD) or combined silencing models—where lactic acid in a cancer model was blocked for the first time—enabling study of how cancer cells survive without lactic acid acidity, which independently is a known integral role in metastasis and immune evasion [12,13].

In 2016, a research team cataloged GNE-140 from a high throughput screening of two million compounds as having ability to inhibit LDHA, LDHB, and LDHC with IC_50_s in the nanomolar range, which could entirely block lactic acid production in cancer cells [14]. In this work, we investigate the effects of GNE-140 on biochemical parameters and whole transcriptomic response in a TNBC cell model.

## 2. Materials and Methods

### 2.1. Materials

Dulbecco’s modified Eagle’s medium (DMEM), fetal bovine serum (FBS), penicillin/streptomycin, general reagents and supplies were purchased from Millipore-Sigma (St. Louis, MO, USA) and VWR International (Radnor, PA, USA). All microarray equipment, reagents, and materials were purchased from Affymetrix/Thermo Fisher Scientific (Waltham, MA, USA).

### 2.2. Cell Culture

MDA-MB-231 cells were purchased from American Type Cell Culture (ATCC) (Manassas, VA, USA). Cells were cultured in 75 cm^2^ flasks containing DMEM, supplemented with 10% FBS and 10,000 U/mL penicillin G sodium/10,000 μg/mL streptomycin sulfate. Cells were grown at 37 °C with 5% CO_2_ atmosphere and sub-cultured every three to five days.

### 2.3. Cell Viability

Cells were plated in 96-well plates at 0.5 × 10^5^ cells per well (24 h toxicity assay) and 0.04 × 10^5^ cells per well (7 day proliferation study). After experiment endpoints, resazurin (Alamar Blue) (Millipore-Sigma, St. Louis, MO, USA) indicator dye was used to measure viable cell count. Briefly, a working solution of resazurin (0.5 mg/mL) was prepared in sterile PBS; filter sterilized through a 0.2 micron filter; added to the samples (15% (*v*/*v*) equivalent); and returned to the incubator for 2–6 h. Reduction of the dye by viable cells reduced the oxidized resazurin, yielding a bright red fluorescent intermediate resorufin, quantified using a Synergy multi-mode reader (Model HTX, Bio-Tek (Agilent), Winooski, VT, USA) using 530 nm (excitation)/590 nm (emission) filters. Spheroids were grown in the ultra-low attachment (ULA) 96-well plates, which enable the self-assembly of spheroids grown to maturation for 7 days achieving uniformity in size and shape. After maturation, GNE-140 was added to the wells, and spheroids were grown for another 14 days followed by image analysis using phase contrast and fluorescence digital microscope photography using a Biotek Cytation 5 imaging Station and Gen 5.0 software (Winooski, VT, USA).

### 2.4. Imaging—Mitochondria, Morphology, and Nuclear Staining

Monolayer imaging: Morphological cell imaging of monolayers was acquired in fixed permeabilized cells stained with Phalloidin-iFluor 488 Reagent [ab176753] Abcam (Cambridge, MA, USA) and a propidium iodide (PI) nuclear counterstain (Millipore-Sigma, St. Louis, MO, USA). Briefly, cells were fixed in 4% paraformaldehyde for 20 min, washed, and then permeabilized with 0.2% Triton X-100, (Millipore-Sigma, St. Louis, MO, USA) in water, and stained for 30 min. DAPI staining was obtained in live cells reflecting reduced cell count in time extended proliferation studies. Live mitochondrial imaging was acquired using MitoTracker™ Red; Thermo Fisher Scientific (Waltham, MA, USA). Stock solutions containing fluorescent probes and nuclear stains were prepared by following the manufacturer guidelines or dissolving by weight/volume; 5 mg/1 mL ethanol, with subsequent dilutions made in HBSS prior to be added to cells; working final dye concentrations: 5 µg/mL PI, DAPI, or 6.6 µM phalloidin. Spheroid imaging: Live cell imaging of spheroids was carried out with phase-contrast imaging, merged with fluorescent images of fluorescein diacetate (FDA) staining using a Biotek-Agilent Cytation 5 (Winooski, VT, USA). Briefly, a stock solution of FDA was prepared by dissolving 5 mg/mL in acetone (250×), and dilutions were freshly prepared by diluting in PBS, added to the samples, and incubated for 40 min to an hour at 37 °C at 5% CO_2_/Atm.

### 2.5. Glucose and Lactic Acid

Determination of lactic acid was carried out using a colorimetric enzymatic assay, according to the manufacturer’s instructions (Trinity Biotech, Jamestown, NY, USA). Lactic acid quantification was carried out in phenol red-free/low serum media to minimize cross-interference with the reagent. Briefly, the reagent was added to the samples, incubated for approximately 8 min, and quantified at 490 nm using a Bio-Tek/Agilent Synergy multi-mode reader Model HTX (Winooski, VT, USA). Glucose was quantified as previously using an enzymatic assay containing equal volume of glucose oxidase (20 U/mL) and a chromogenic solution containing 1 mM vanillic acid, 500 μM of 4-aminoantipyrine, and four purpurogallin units per milliliter of horseradish peroxidase type II. Glucose was quantified at 550 nm on a Bio-Tek Synergy HTX multi-mode reader.

### 2.6. Cytometry

Flow Cytometry: Cells were cultured in 75 cm_2_ flasks at 0.5 × 10^6^ cells/mL in the absence or presence of 50 μM GNE-140. After 24 h, cells were trypsinized and centrifuged at 1268× *g* for 4 min. Then the cell-pellets were resuspended in 100 μL PBS, fixed in 5 mL of 100% ethanol (pre-cooled at −20 °C), added dropwise to each tube while vortexing, and incubated at 4 °C for 30 min. In order to remove the fixative, the cells were centrifuged (1268× *g*) for 4 min, pellets re-suspended in 100 μL PBS and vortexed gently. Finally, 0.75 mL staining solution was added per sample in the dark and incubated at room temperature for 1 h with occasional stirring. The distribution of DNA in all cell-cycle phases was assayed within 1 h by using the Becton Dickerson FACS Calibur flow cytometer (BD Biosciences, San Jose, CA, USA). In each sample, a total of 20,000 individual events were analyzed. CellQuest Pro software (BD Biosciences, San Jose, CA, USA) was used for the acquisition and analysis of the data, and the percentage of cells in each phase was determined by using ModFit LT 3.0 software (Verity Software House, Topsham, ME, USA).

Digital Fluorescence Cytometry: Digital Cytometry was carried out in accordance to Bioteks technical notes for the Cytation 5 imaging station (entitled: Cell Synchrony Determination Using Microscopic Imaging Use of Nuclear Staining to Assess Cell Cycle Stage by Nuclear DNA Content: Application Note/Paul Held Ph. D). Briefly, cells were synchronized for 24 h in low serum media, then placed in 7% FBS supplemented growth media, and treated with various concentrations of GNE-140 in a 96-well plate. After 3 days, cells were analyzed using DAPI and stained for 45 min at 37 °C −5% CO_2_/atmosphere. Analytical settings and processes included the following: acquisition at 10× objective lens, 12 photo montage, followed by montage stitching, image preprocessing (background flattening, rolling ball diameter 743 micron), and analysis with initial object threshold set to 5000 and minimum object size 5–25 µM. Cut off values for G1, S, and G2/M phase were set empirically based on object data obtained from untreated control wells, and set under sub-population histogram parameters for mean intensity values.

### 2.7. Microarray WT Human Datasets

After the experimental time point, cells were scraped, washed three times in ice-cold HBSS, spun down, the supernatant removed, and the remaining pellet was rapidly frozen and stored at −80 °C. Total RNA was isolated and purified using the Trizol/chloroform method. The RNA quality was assessed, and concentrations were equalized to 82 ng/μL in nuclease-free water. According to the GeneChipTM WT PLUS Reagent Manual for Whole Transcript (WT) expression arrays, whole transcriptome analysis was conducted. Briefly, RNA was reverse transcribed to first-strand or second-strand cDNA, followed by cRNA amplification and purification. After the 2nd cycle of ss-cDNA Synthesis and hydrolysis of RNA, ss-cDNA was assessed for yield, fragmented, labeled, and hybridized onto the arrays, before being subjected to fluidics and imaging using the Gene Atlas (Affymetrix, ThermoFisher Scientific (Waltham, MA, USA). The array data quality control and initial processing from CEL to CHP files were conducted using an expression console, prior to data evaluation using the Affymetrix transcriptome analysis console, the STRINGdb protein–protein interaction networks functional enrichment analyses and the Database for Annotation, Visualization, and Integrated Discovery (DAVID, Bioinformatics Resources 6.8. located at https://david.ncifcrf.gov, accessed on 18 November 2021.

### 2.8. Data Analysis

Statistical analysis was performed for basic studies using Graph Pad Prism (version 3.0; Graph Pad Software Inc., San Diego, CA, USA). The significance of the difference between the groups was assessed using either a Student’s *t*-test or a one-way ANOVA and followed by Tukey’s post-hoc analysis.

## 3. Results

The discovery of GNE-140 originated from a high-throughput screening of two million small molecules, which resulted in the elucidation of an effective pan-LDH inhibitor with the capacity to inhibit LDHA/B/C in the low *n*M range—GNE-140 chemical structure (Figure 1A) which by crystal structure of the drug, comes into complex with the human LDH pocket (Figure 1B) [14].

In this work, the effects of GNE-140 were evaluated over a concentration dose range in MDA-MB-231 cells with data being collected for lactic acid produced and glucose consumed. The findings in this study clearly demonstrate that GNE-140 can effectively block lactic acid production, inverse to hampered utilization of glucose, suggesting an attenuated rate of glycolysis (Figure 2A). This manipulation had no adverse effects on cell viability or mitochondrial membrane potential, but there was a loss of cell division, as observed by a 7 day end-point proliferation study (Figure 2B), also shown in Figure 3 images, which was associated with enlargement of the actin cytoskeleton in static cells that were unable to divide (Figure 4). 

To determine if the attenuation of lactic acid concentration plays a contributing role in the cytostatic properties of GNE-140, the 7 day proliferation study was repeated at the IC_50_ for GNE (10 μM), adding increasing concentrations of (+) lactic acid (Figure 5). The data in Figure 5 suggest that the cytostatic properties of this drug appear to be related directly to LDH enzyme activity (and loss of glycolysis), completely independently of the loss of the end product—lactic acid.

GNE-140 was also effective in preventing the growth of 3D spheroids over a 2 week growth period (Figure 6), where the viability as ascertained with FDA staining shows a cytostatic tumor in the presence 120 μM of GNE-140, results consistent with the lack of toxicity observed in the monolayer (Figure 2A), or morphological integrity of the monolayer (Figure 6 (right-hand panel)). Of note, is that the higher fluorescence in smaller tumors treated with GNE-140 is likely due to loss of cytoskeletal dynamics, as shown in Figure 4, with greater penetration of the dye relative to tightly compact larger spheroids, which would be the case for the untreated controls.

The concentration chosen to evaluate GNE-140 was 50 μM, where glycolysis and cell proliferation are both near fully halted, without a loss in cell viability. Figure 7 provides an overall summary of the Affymetrix transcriptomic array data. In brief, 48,226 genes were tested, arrays were run 2 times (Set 1: Controls/*n* = 2, GNE-140/*n* = 3) (Set 2: Controls/*n* = 3, GNE-140/*n* = 2), and the sets were cross-compared. 

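The arrays measured RNA of MDA-MB-231 cells, an established line of triple-negative breast cancer, on GeneChip Human Gene 2.1 ST arrays, whose probes lie along the whole transcript. By the titles and treatment labels of the samples, which name control or GNE-140, set 1 holds 3 control and 2 GNE-140 arrays, and set 2 holds 2 control and 2 GNE-140 arrays. The source name, another label, contradicts this for 6 of the 9 arrays, where it names a Boswellia extract or a boswellic acid. These are all 4 GNE-140 arrays and both controls of set 2, so that no array of set 2 is free of the conflict, which the sources used here do not settle. The 5 control and 4 GNE-140 arrays are the numbers of Figure 7, and the values given here follow the titles and treatment labels. The dose of 50 µM is given for the whole series and the time of 24 h in a protocol common to all samples. The labels do not say whether each array came from a culture of its own, so the p-values measure only the spread between arrays, which may be technical. The deposited values are log2 signals, 1 column per array, which the authors made with the Affymetrix Expression Console and Transcriptome Analysis Console, and the summarization method is not given in the sources used here. They cover 53617 probe sets, of which 23862 carry 1 gene symbol, 1851 carry several and 27904 carry none, and only probe sets with 1 symbol are named. The median log2 signal of an array was 1.32 to 1.36 in set 1 and 2.27 to 2.31 in set 2. Across probe sets, 2 arrays correlated with r = 0.976 to 0.986 within set 1, with r = 0.979 to 0.985 within set 2, and with r = 0.932 to 0.952 between the sets. In set 1, 23415 probe sets (43.7%) had exactly the same deposited value on 3 or more of the 5 arrays, and 28.1% to 30.3% when 4 of these arrays are taken, against 18 (0.0336%) on 3 or more of the 4 arrays of set 2. GNE-140 was compared with control on the deposited values with limma, with Benjamini-Hochberg adjustment over all probe sets. A probe set was called at an adjusted p under 0.1, an unadjusted p under 0.05, a fold change over 2 and the same direction in both sets. The arrays were compared in 2 groups without regard to the set, and also with the set as a block. The sets are not on one scale and hold unequal numbers of controls, so that without the set term the median log2 fold change of all probe sets was 0.085, against 0.0049 with it. The comparison without the set was fixed before the data were examined, and limma called no probe set in it. The model with the set as a block was taken for this reason and for the scales, after both had been seen. The values of genes and gene lists are therefore given from the model with the set as a block unless another is named. The number of arrays limits the precision of every value.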

The data selection for criteria included the following: repeatability in both sets for changed direction and significance *p*-value < 0.05 with a fold change (FC) less than, or greater than, 2. The cutoff for FDR *p*-value was <0.1. 

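The genes of the enzymes that GNE-140 inhibits, and of the glycolytic pathway around them, did not pass the test singly at 50 µM. LDHA, the muscle-type subunit of lactate dehydrogenase, had a log2 fold change of -0.04 (standard error 0.060, adjusted p = 0.838 from limma) and LDHB, the heart-type subunit, of -0.13 (standard error 0.064, adjusted p = 0.545 from limma). LDHC, the testis-type subunit, had a log2 fold change of 0.20 (standard error 0.082, adjusted p = 0.446 from limma) and the D-lactate dehydrogenase LDHD of 0.06 (standard error 0.079, adjusted p = 0.836 from limma). For these last 2 a change was hard to detect, since the signal of LDHC lay below the median of each array and that of LDHD had 1 value on 4 of the 5 arrays of set 1. Of 22 measured genes of glycolysis, 9 of glucose transporters and 13 of lactate dehydrogenases and lactate or pyruvate carriers, none rose or fell (adjusted over the list alone, 1 of the last group fell). As lists, these had adjusted p = 0.187, 0.136 and 0.168 from limma's camera, while glucose transporters were lower by fry with the set as a block (adjusted p = 0.0752), a test chosen after the values were seen. In set 1 alone glycolysis and glucose transporters were lower by camera (adjusted p = 0.0478 and 0.0657), and not in set 2 alone (adjusted p = 0.545 and 0.478). Without the set term, quantile normalization called glucose transporters lower (adjusted p = 0.096 from camera). In other tests so chosen, all with the set as a block, glycolysis was lower after quantile normalization (adjusted p = 0.0593 from camera), and both lists without control 2B or GNE-140 2A. Of 30 genes of the tricarboxylic acid cycle and pyruvate entry, SUCLG2, a subunit of succinyl-CoA ligase, fell (log2 fold change -0.57, standard error 0.11, adjusted p = 0.0876 from limma), 29 did not pass the test, and 4 fell and 1 rose when adjusted over the list alone. SUCLG2 passed in only 1 of the 9 fits that leave out 1 array. The list had adjusted p = 0.187 from limma's camera, but was lower after quantile normalization without the set term (adjusted p = 0.0054 from camera) or with the set as a block, chosen after seeing the values (adjusted p = 0.0593), and after centring (adjusted p = 0.0472). None of 49 nuclear-encoded genes of oxidative phosphorylation passed singly (1 fell when adjusted over the list alone). That list, with a median log2 fold change of -0.05, was lower by camera (adjusted p = 0.0118), but not with an estimated correlation (adjusted p = 0.354), by fry (adjusted p = 0.181), in set 1 alone (adjusted p = 0.458) or without the set term (adjusted p = 0.376).
Over the whole array, no probe set was called by limma with the arrays compared as 2 groups. The lowest adjusted p was 0.168, 599 probe sets had an unadjusted p under 0.05, and a plain test with equal variances called 8 at the same thresholds. With the set as a block, 95 probe sets were called, 517 had an adjusted p under 0.1 at any fold and 5584 an unadjusted p under 0.05. The called probe sets lay between log2 fold changes of 1.01 and 2.44 among those higher and between -1.002 and -2.004 among those lower. Within set 1 or set 2 alone none was called (lowest adjusted p = 0.206 and 0.106 from limma, with 2467 and 5550 at an unadjusted p under 0.05).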

The effects of GNE-140 were very mild compared with what is normally observed with drugs when examining the whole transcriptome. In this set, we see only 12 up-regulated DEGS and 77 down-regulated DEGs out of the 48226 non-protein-coding microRNA, long-intergenic RNAs, and protein-coding mRNAs tested. 

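With the set as a block, 21 probe sets rose and 74 fell, and among the 73 of them with 1 gene symbol 9 rose and 64 fell. The genes that follow are those with the largest log2 fold changes among the called genes with 1 symbol in which every GNE-140 array lay beyond every control array (6 higher and 56 lower), and some called genes without such a separation changed by more. The largest fall among them was that of BRIP1, a DNA helicase of the Fanconi anemia pathway, with a log2 fold change of -2.004 (standard error 0.17, adjusted p = 0.0044 from limma). NDC80, which ties spindle microtubules to the kinetochore, followed with -1.58 (standard error 0.16, adjusted p = 0.0097 from limma). SHCBP1 (-1.49), the condensin subunit NCAPG (-1.48), the mitotic kinase PBK (-1.45), the protease FAM111B (-1.44), the cleavage furrow protein ANLN (-1.41), the centromere protein CENPI (-1.38), the proliferation marker MKI67 (-1.37) and the DNA topoisomerase TOP2A (-1.37) were the next of these. The largest rise was that of ARRDC4, an arrestin-domain protein whose gene responds to glucose, with a log2 fold change of 1.88 (standard error 0.14, adjusted p = 0.0027 from limma). Its log2 signal was 3.63 ± 0.30 (SD, n = 5 arrays) in controls and 5.57 ± 0.48 (SD, n = 4 arrays) with GNE-140. It was followed by the endothelial lipase gene LIPG (1.33), the cystine transporter gene SLC7A11 (1.25), the long non-coding RNA LUCAT1 (1.12), GCLM, a subunit of the enzyme that starts glutathione synthesis (1.04), and the dehydrogenase gene DHRS9 (1.01, adjusted p = 0.095 from limma). Probe sets called for their p and fold are selected for such a separation, so its frequency among them is no evidence of its own. For probe sets that are not selected, chance gives 0.794% in a given direction if all arrays lie on one scale. The sets lie on different scales, so this value does not hold here. Across all probe sets the log2 fold changes of the sets correlated with r = 0.187, above the other arrangements of the labels within the sets (highest 0.137, one-sided exact permutation p = 0.0167, the smallest that 60 arrangements allow), and over 22389 genes with r = 0.401.

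**Figure D1:**
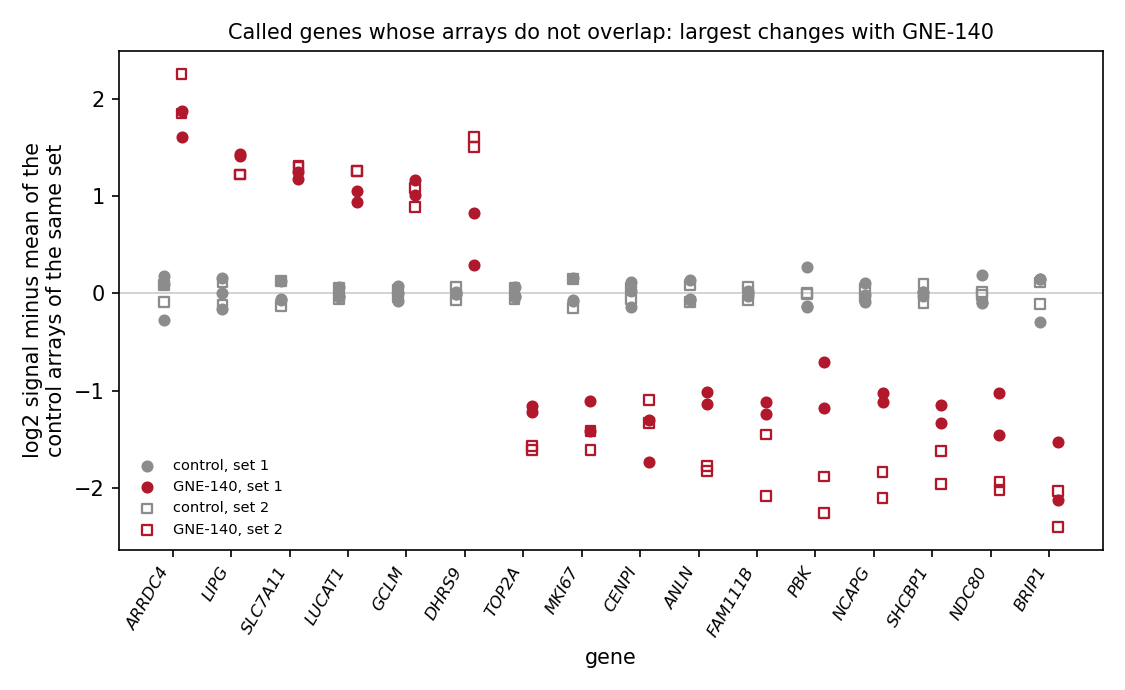
Log2 signal of each array minus the mean of the control arrays of its own set, for the called genes with 1 symbol and no overlap between the arrays of the groups that changed most (filled circles, set 1; open squares, set 2; grey, control; red, GNE-140). All GNE-140 points of BRIP1 and TOP2A lie below their controls and all of ARRDC4 and GCLM above, while the GNE-140 points of DHRS9 average 0.56 in set 1 and 1.56 in set 2.

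Without 1 array of set 2 the count fell to 54 (control 2A), 53 (control 2B), 57 (GNE-140 2A) or 57 (GNE-140 2B), and with an unadjusted p under 0.05 and a fold over 2 asked within each set it was 43. Without GNE-140 1A 112 probe sets fell, and without GNE-140 1B 33 rose. DHRS9 had an adjusted p under 0.1 in only 1 of the 9 fits that leave out 1 array and PBK in 3, and the other genes named here in all 9.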

The data is presented in Table 1 by gene symbol, gene description, fold change, and *p*-Value.

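The genes of Table 1 moved in these arrays as the table lists them. Of its 89 genes, 81 matched a probe set with 1 symbol, 6 matched only probe sets with several symbols and 2 were not matched. The 72 matched genes that are lower in the table were lower, and the 9 that are higher were higher, in both models and within set 1 and set 2, which is no independent evidence since the table was chosen on these samples. With the set as a block 76 of the 81 had an adjusted p under 0.1 and 56 were called, while without the set term none was called by limma. Among the genes that passed the adjusted p and not the fold were FOXM1, a transcription factor of the G2 and M phases (log2 fold change -0.92, standard error 0.094, adjusted p = 0.0097 from limma), TPX2, a spindle assembly factor (-0.95), the mitotic kinase AURKB (-0.91), the kinase MASTL (-0.98), the primase subunit PRIM1 (-0.89), the replication factor C subunit RFC3 (-0.76), the kinetochore genes SPC25 (-0.96) and SKA3 (-0.99), DTL (-0.94), WDR76 (-0.93), PCLAF (-0.87), CKAP2L (-0.87), MND1 (-0.94), MNS1 (-0.97), MYO5C (-0.99), ZNF367 (-0.78), PRR11 (-0.77) and, among those higher, ABTB2 (0.91). Another 5 did not pass the adjusted p, namely the small nucleolar RNA SNORA38B (log2 fold change -1.72, adjusted p = 0.112 from limma), the Fanconi anemia gene FANCI (-1.24, adjusted p = 0.106 from limma), the nuclease and helicase gene DNA2 (-0.88, adjusted p = 0.156 from limma), ATAD5 (-0.85, adjusted p = 0.162 from limma) and the long non-coding RNA DLGAP1-AS1 (0.87, adjusted p = 0.132 from limma). The median absolute log2 fold change of the 81 genes was 0.89 in set 1 and 1.42 in set 2, and it was smaller in set 1 for 74 of them. This is no independent comparison of the sets, since 80 of the 81 have in set 2 alone the fold change of the table to within 0.01. Without 1 array of set 2 the number called fell to between 33 and 36. Of the genes named here, FOXM1, TPX2, MASTL, PRIM1 and MYO5C had an adjusted p under 0.1 in all 9 fits that leave out 1 array, and the others that passed lost it in 1 or more.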

To ascribe the basic functional systems affected by GNE-140 at 50 µM on the whole transcriptome, data was evaluated using String database analysis, as presented for down-regulated transcripts (Figure 8) and up-regulated transcripts (Figure 9).

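Many genes of DNA replication, mitosis and the kinetochore were among those that fell with GNE-140, and genes of the antioxidant response were among those that rose. Of 41 measured S-phase genes 27 fell and none rose (40 and 0 when adjusted over the list alone), among them the helicase gene HELLS (-1.29), the thymidylate synthase gene TYMS (-1.28) and the exonuclease gene EXO1 (-1.27). Of 53 G2/M genes 26 fell and none rose (44 and 0 when adjusted over the list alone). The centromere protein gene CENPF, which belongs to this list and to that of the kinetochore, fell by 1.21. Of 44 genes of the DNA replication machinery 26 fell and none rose (39 and 2 when adjusted over the list alone), with CLSPN (-1.21) and MCM10 (-1.10), which act at the replication fork. Of 39 kinetochore and centromere genes 17 fell and none rose (35 and 1 when adjusted over the list alone), with CENPU (-1.24) beside NDC80 and CENPI. Of 27 genes of the Fanconi anemia pathway and homologous recombination 7 fell and none rose (18 and 1 when adjusted over the list alone), with RAD51AP1 (-1.13), and of 29 genes of nucleotide synthesis 5 fell and none rose (11 and 1 when adjusted over the list alone), with the ribonucleotide reductase genes RRM2 (-1.16) and RRM1 (-0.93) and the thymidine kinase gene TK1 (-1.09). Of 56 replication-dependent histone genes listed, only 21 were measured by a probe set with 1 symbol. Of these 21, 3 fell and 3 rose (4 and 4 when adjusted over the list alone). H2BC14 (-1.60), H2AC21 (-1.55) and H2AC20 (-0.78) were lower and H2AC6 (0.72) was higher. The measured part of the histone list, with a median of 0.015 and a mean of -0.14, had adjusted p = 0.482 from limma's camera. It leaves out HIST1H3B and HIST1H2AI, lower in Table 1, which matched no probe set with 1 symbol. The result therefore does not speak for the histone genes that were not measured. Of 28 NRF2 targets 12 rose and none fell (21 and 0 when adjusted over the list alone), among them SRXN1, which repairs oxidized peroxiredoxins (1.04, adjusted p = 0.0087 from limma), and the quinone reductase gene NQO1 (0.96). SRXN1 has another probe set, at -0.04. CENPF, CLSPN, CENPU, RRM1, H2BC14, H2AC21, SRXN1 and NQO1 kept an adjusted p under 0.1 without each array in turn, and the other genes named with a value here lost it without 1 or more arrays.
The median log2 fold change was -0.80 for the S-phase list, -0.72 for G2/M, -0.58 for replication, -0.72 for the kinetochore, -0.44 for Fanconi anemia and recombination, -0.18 for nucleotide synthesis and 0.38 for NRF2. The adjusted p from camera was 1.5e-44, 2.4e-43, 5.0e-34, 1.5e-31, 4.7e-14, 6.0e-08 and 1.7e-21 in the same order. With an estimated correlation these 7 lists stayed past the threshold (adjusted p = 0.071, 0.056, 0.071, 0.071, 0.078, 0.078 and 0.036), and of all 31 lists 21 were called with the preset correlation and 12 with an estimated one. An adjusted p under 0.05 was the threshold first used for lists and was changed after these p-values were seen. At 0.05, with the set as a block and an estimated correlation, NRF2 is the only list that stays. Without the set term and with an estimated correlation, 5 lists were called at either threshold. They were S-phase, G2/M, replication, the kinetochore, and Fanconi anemia and recombination (adjusted p = 0.0083, 0.0042, 0.041, 0.0042 and 0.042 from camera). Nucleotide synthesis and NRF2 did not pass there (adjusted p = 0.805 and 0.543). All 31 lists were written after Table 1 and Figures 8 to 10 had been read, and these 7 and the histones are not independent of them.

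**Figure D2:**
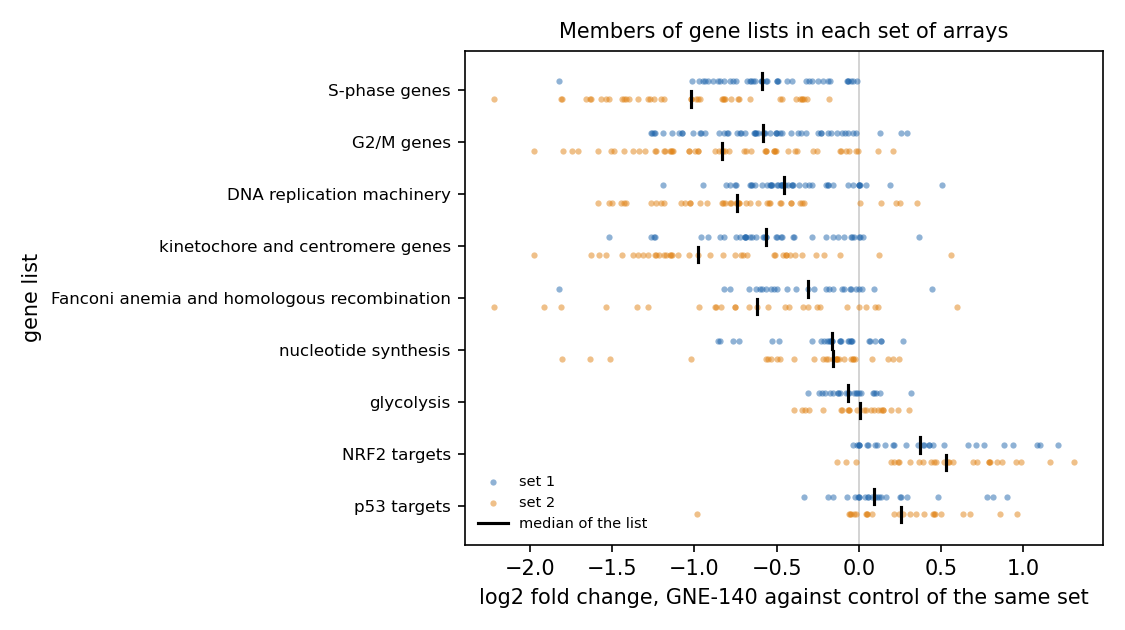
Log2 fold change of GNE-140 against the controls of the same set, for each measured member of 9 gene lists (dots; blue, set 1; orange, set 2), with the median of the list as a black line. The S-phase median is -0.59 in set 1 and -1.02 in set 2, the G2/M median -0.58 and -0.83, and the NRF2 median 0.37 and 0.53, while the glycolysis medians are -0.06 and 0.0072.

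The paper enters its up- and down-regulated transcripts in the String database and, in the legend of Figure 10, states from the pathway analysis of the down-regulated ones that cell cycle related genes lost function.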

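The cyclin genes CCNA2 and CCNE2, the kinase gene CDK1 and the origin genes CDC6 and ORC1 were among the cell cycle regulators that fell, and the inhibitor gene CDKN1A was among the 3 that rose. Of 93 measured cell cycle regulators, listed from textbook knowledge, 19 fell, 3 rose and 71 did not pass the test (35 fell and 7 rose when adjusted over the list alone). The S-phase and mitotic cyclin gene CCNA2 fell by 1.36 on the log2 scale (standard error 0.13, adjusted p = 0.0087 from limma) and its partner kinase gene CDK1 by 1.32 (standard error 0.17, adjusted p = 0.0218 from limma). The cyclin gene CCNE2, which acts at the entry into S phase, fell by 1.20, the origin licensing gene CDC6 by 1.17, the spindle checkpoint gene BUB1 by 1.05, the pocket protein gene RBL1 by 1.03 and the replication helicase gene CDC45 by 1.00. ORC1, of the origin recognition complex, fell by 0.82 and the helicase subunit gene MCM6 by 0.95, which passes the adjusted p and not the fold. The regulators that rose were CDKN1A, the inhibitor p21 of cyclin-dependent kinases (log2 fold change 0.81, standard error 0.093, adjusted p = 0.015 from limma), GADD45A (0.73) and MYC (0.51). Of the 64 called genes with 1 symbol that fell, 10 belong to this list, where 0.266 would be expected (Fisher's exact test, one-sided, p = 1.2e-13 over 22389 genes). They were CCNA2, CDK1, CCNE2, CDC6, BUB1, RBL1, CDC45, PLK1, MAD2L1 and TTK, of which the last 3, like MYC, were named after their values were seen. Fisher's test treats genes as independent, and the list was written after the paper's results from these arrays had been read. Its p is therefore a description and no independent evidence. The list as a whole was lower by camera (median log2 fold change -0.15, adjusted p = 2.2e-12), but not with an estimated correlation (adjusted p = 0.122), and it is not independent of Table 1. No difference between the S-phase and G2/M lists was detected. The difference of their medians was -0.08 (S-phase minus G2/M, exact permutation within the sets, two-sided p = 0.25), and -0.11 without the set term (exact permutation p = 0.233). Without 1 array of set 2 the overlap was 4 and without GNE-140 1B it was 6. An adjusted p under 0.1 was lost by CDC6, CDC45, BUB1 and ORC1 without any one of those 4 arrays (ORC1 also without GNE-140 1B), by CCNE2 without control 2A or GNE-140 2B and by MCM6 without GNE-140 2B.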

The overall database analytics presented by String_db (Figure 8) align with KEGG pathway analysis (cell cycle) determined using the Database for Annotation, Visualization, and Integrated Discovery (DAVID) Figure 10. The genomics work was corroborated by flow and digital cytometric analysis (Figure 11 and Figure 12, respectively).

## 4. Discussion

A wide variety of solid tumors display abnormal metabolic patterns obviated by rapid utilization of glucose, overexpression of LDH proteins, and excess production of lactic acid compared to normal tissue. Our study investigated the consequences of inhibiting multiple isoforms of LDH with a single reagent (GNE-140), on MDA-MB-231 TNBC cells, showing total suppression of lactic acid production, severely stunted glucose utilization, and an impediment to what is termed the anaerobic glycolytic pathway.

The data from this study provide insight into a number of pre-existing questions about the relevance of LDH in cancer. First, there was an unclear role about the ramifications of inhibiting LDH, where many inhibitors either fail to reduce lactic acid or have a toxicity profile in close proximity to inhibition of LDH, such as gossypol. Given that dead cells do not produce lactic acid, despite LDH inhibition or not, we could not ascertain any concrete association between LDH inhibition with cell death or LDH inhibitors and reduction in lactic acid. Moreover, gossypol, as the most successful LDH inhibitor candidate, reached phase I/II trials in humans, showing no therapeutic effects with no partial or complete responses among 20 women receiving gossypol for metastatic breast cancer refractory to doxorubicin and paclitaxel [15].

Similar to gossypol, an LDHA inhibitor, we found that gene silencing of LDHA in TNBC cells had no effect on lactic acid, glucose utilization, or energy. From this, we surmised that multiple silencing or inhibition of multiple LDH isoforms might be needed to block lactic acid, which turned out to be the case. LDH/AB dual silencing can fully block lactic acid in fully viable cells, having no apparent negative effect on cell viability or energy systems. At this point, we can clearly see that ramification of LDH inhibition entirely not only is not cytotoxic to cancer cells but in some instances can re-invigorate mitochondrial respiration, while at the same time, it corresponds to slower rates of cell division. Having these new research tools and multiplex LDH-inhibitor drugs, such as GSK2837808A and GNE-140, which fully block lactic acid, suggests that in the absence or presence of lactic acid, slower rates of cell proliferation are continually realized [14,16,17].

That said, the only adverse anticancer effect of LDH inhibition appears to be in attenuation of cell proliferation, independent of (+) lactic acid production. The anti-mitotic effect of various LDH inhibitors (of independent isoforms) has been observed in diverse models [18], some using natural LDH inhibitors such as saffron [19,20], diallyl trisulfide (DATS) [21], galloflavin derivative’s [22] PGG, novel synthetic bifunctional nanoparticles, and drugs [23,24,25]. LDH inhibition causing anti-mitotic effects is consistently reported in a variety of cancer models [24,26], including 2D or 3D cultures and xenograft transplants in nude mice [27,28,29,30,31] and, in many instances, can augment the efficacy of chemo- or radiation-resistant cancers [32,33,34] and impede EMT, migration, or clonogenicity [35]. The findings in this work also corroborate the original work of Boudreau et al. investigating the effects of GNE-140 on human PaCa-2 cancer cells; with a block in lactic acid production, concomitant to sparse glucose utilization and anti-mitotic effects at similar concentrations [14].

A number of overarching questions emerge as to the relationship or mechanism of action between LDH enzyme function and cell cycle control, which needs further investigation. It is plausible that blocking LDH activity severely attenuates glucose use and may slow the generation of glycolytic carbon intermediates that feed alternative pathways to promote macromolecule synthesis needed for cellular division. Moreover, if inhibiting LDH can, in some cases, strengthen the respiratory capacity of non-dividing cancer cells, this could foster stem cell phenotype and lead to propagation of a metabolic rewiring, which could later lead to invasive metastasis [11,36], creating counter indication of LDH inhibitor drugs. [11] The latter question is currently being addressed by research investigating combination use of LDH inhibitors with mitochondrial OXPHOS or the Krebs cycle-inhibiting drugs [37,38] either together or adjunct to traditional chemotherapy drugs such as paclitaxel [39,40].

While many questions about the Warburg effect remain, in theory, one may rationalize that the use of multiplex LDH inhibitors would have therapeutic attributes as there would be a reduction in lactic acidosis surrounding tumors, which alone drives metastasis, angiogenesis, and immune escape. LDH inhibitors that could block lactic acid would also acquiesce the propelling role of acidity in driving loss of immune surveillance, a lower infiltration of CD3+ and CD4+ T cells, infiltration of tumor-associated macrophages (TAMs), lower response to anti-PD1 inhibitors [41,42], and acid-mediated macrophage polarization, corresponding to advanced metastatic migration and invasion [43].

## 5. Conclusions

In conclusion, the data from this study confirm that inhibiting multiple isoforms of LDH in a cancer cell will effectively shut down rapid glucose use through glycolysis and block lactic acid production, which is not cytotoxic. Also, current results and the previous literature show some controlling elements of the robust nature of the LDH enzyme being in control over the cell cycle and being independent from the presence or absence of lactic acid. Future studies will be required to define precisely how LDH activity controls the cell cycle, albeit through severely stunted glucose utilization or a direct control on cell cycle regulatory components.

## Figures and Tables

**Figure 1:**
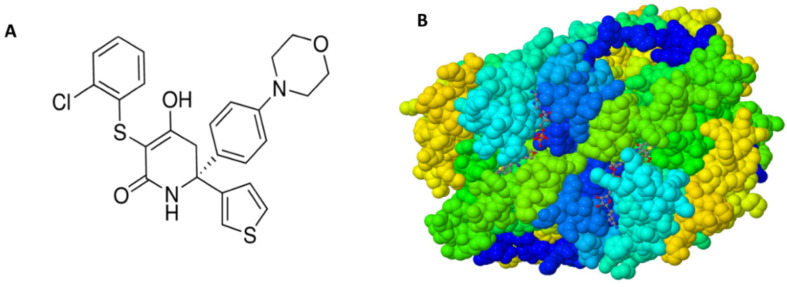
(**A**) Chemical Structure of GNE 140, a selective human lactate dehydrogenase (LDH) inhibitor (LDH-A, LDH-B, and LDH-C) and (**B**) Lactate dehydrogenase A in complex with a trisubstituted piperidine-2,4-dione-inhibitor GNE-140 (RCSB PBD). Source: https://www.rcsb.org/structure/4ZVV; Deposited: 18 May 2015, Released: 18 May 2016. Deposition Author(s): Li, Y., Chen, Z., Eigenbrot, C. doi:10.2210/pdb4ZVV/pdb: Image was created using *Mol RCSB protein databank from publication [14] and Viewer: modern web app for 3D visualization and analysis of large biomolecular structures. Nucleic Acids Research. doi:10.1093/nar/gkab314.

**Figure 2:**
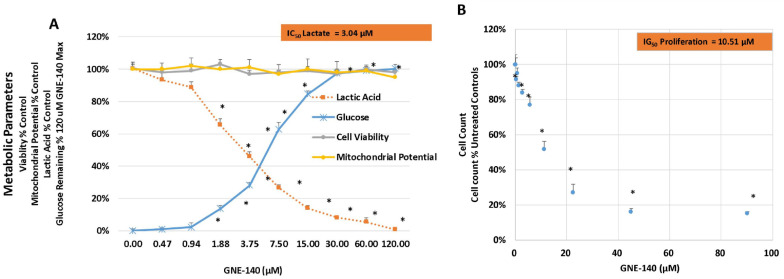
Biochemical effects of GNE-140 in MDA-MB-231 cells. Cell viability, lactic acid, and mitochondrial potential were tested at 24 h, while glucose consumption was tested when the differential between the media blank and the cell controls reached ~90% of total glucose consumed (approximately 72 h). (**A**) Cell proliferation was conducted after 7 days of incubation. (**B**) The data are represented as % control and expressed as the mean ± S.E.M, *n* = 4. * *p* < 0.05. The IC_50_ for lactic acid inhibition was 3.04 µM, where the inhibitory growth (IG)_50_ for cell proliferation was 10.51 µM.

**Figure 3:**
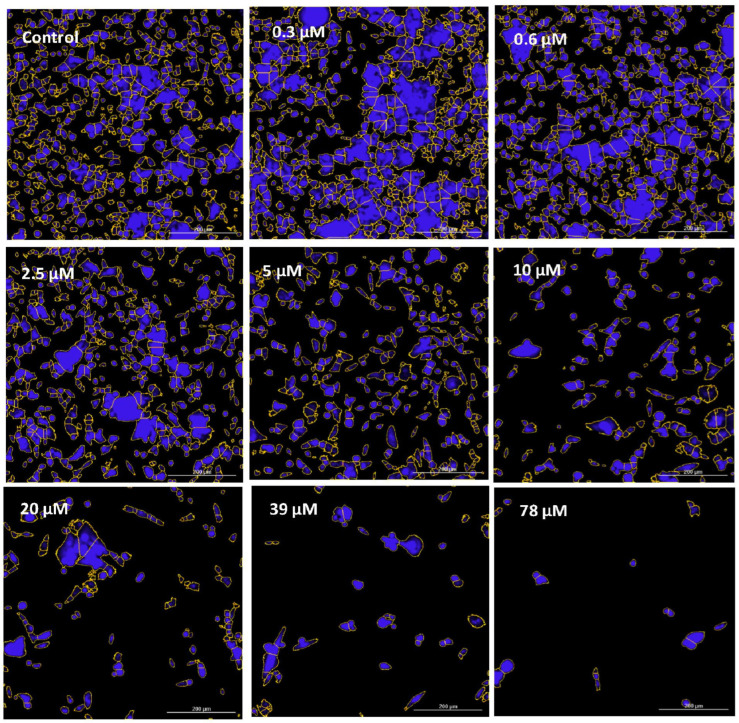
Cytostatic effects of GNE-140 in MDA-MB-231 cells after a 7 day proliferation period. Images represent nuclear cell count in viable cells using DAPI staining, with cell count analytical masking (yellow outline) established with the Biotek Cytation 5 Analytical Imaging System (Winooski, VT, USA). The images corroborate the cytostatic properties of the drug, as shown in Figure 2B, using Alamar Blue detection agent for cell counting.

**Figure 4:**
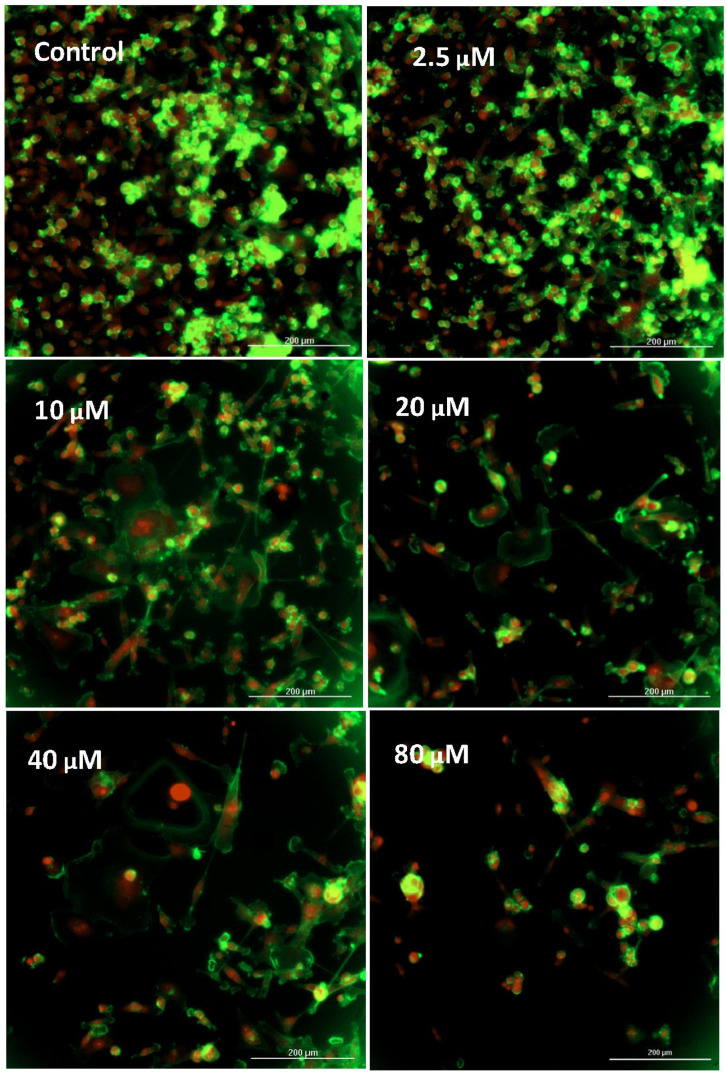
Cytoskeletal actin structural changes corresponding to the cytostatic effects of GNE-140 in MDA-MB-231 cells after a 7 day proliferation period. Images represent fixed, permeabilized cells which were stained with phalloidin 488 and a nuclear PI counter stain.

**Figure 5:**
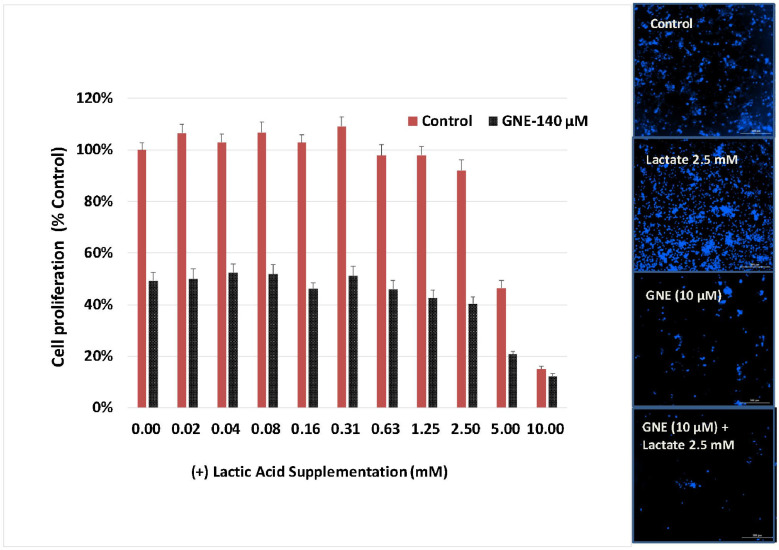
Non-reversible cytostatic effects of GNE-140 at 7 days in the presence or absence of exogenous supplemented (+) lactic acid in the media. The data represent cell proliferation and are expressed as % untreated controls, with GNE-140 (10 µM) held constant in combination with increasing concentration of (+) lactic acid. Viable cell count was measured using Alamar Blue (left panel) and images taken using DAPI nuclear staining (right panel). The data are expressed as the mean ± S.E.M, *n* = 4.

**Figure 6:**
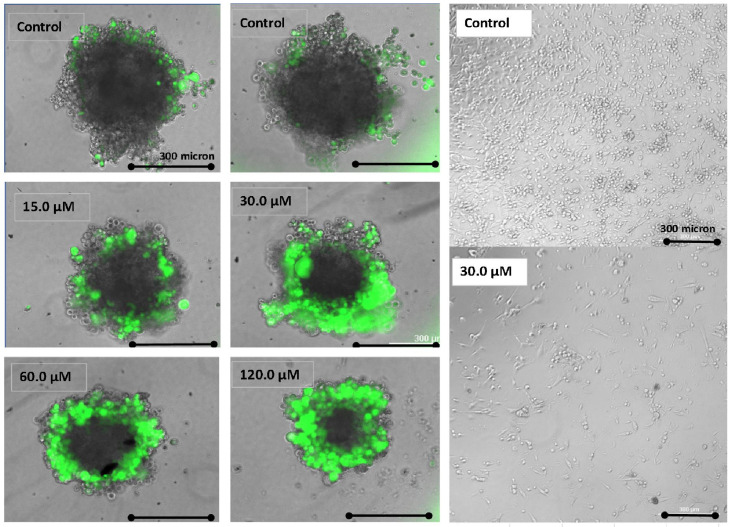
Cytostatic effects of GNE-140 in MDA-MB-231 3D cells spheroids, after 2 weeks of incubation (left-hand panel). Live spheroid imaging was obtained using fluorescein diacetate (FDA) merged with phase contrast images. The right-hand panel confirms 2D monolayer morphology in live static cells when treated with GNE-140 (30 µM) after 7 day proliferation. These findings confirm that the loss of LDH does not impact energy, but rather the mitotic division of cells, selectively.

**Figure 7:**
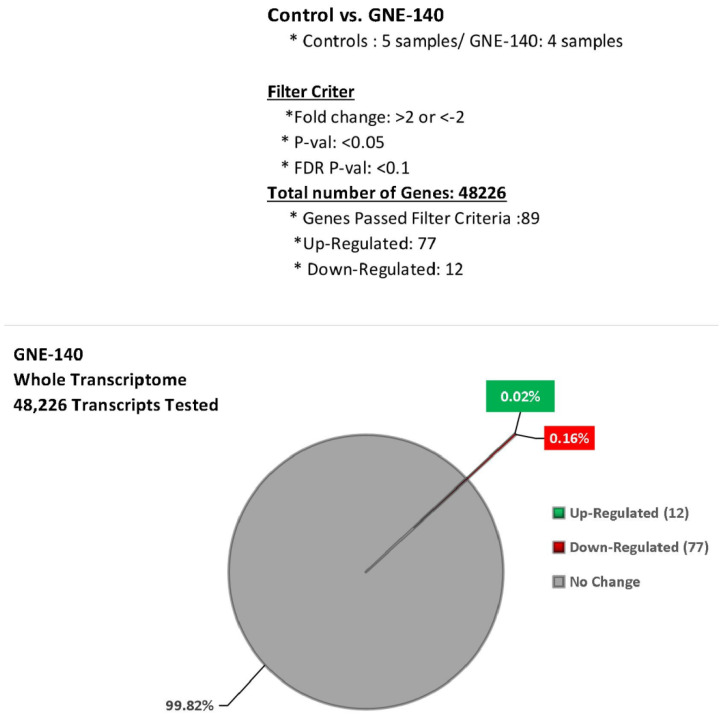
Transcriptome summary data for the effects of GNE-140 vs. controls in MDA-MB-231 cells.

**Figure 8:**
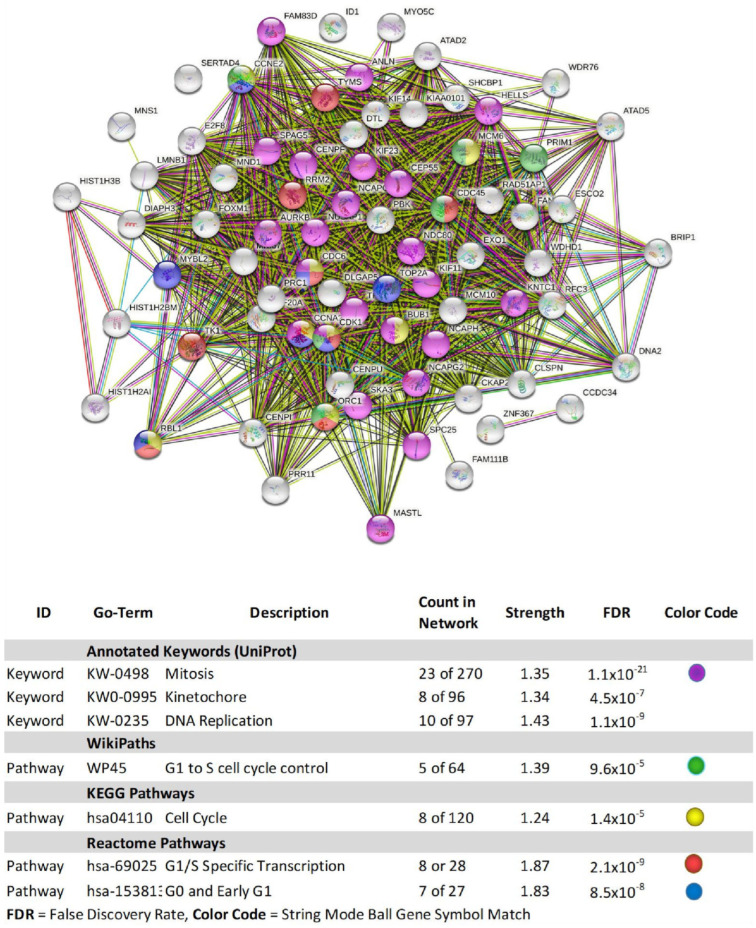
String_db classification of down-regulated DEGs by GNE-140 in MDA-MB-231 cells. The diagram represents gene symbols, which are color-coded by category in the database analysis table. Table data contains database used, ID within each specific database, description of pathway, count in network, strength of association, FDR *p*-value, and color code for genes involved in that network.

**Figure 9:**
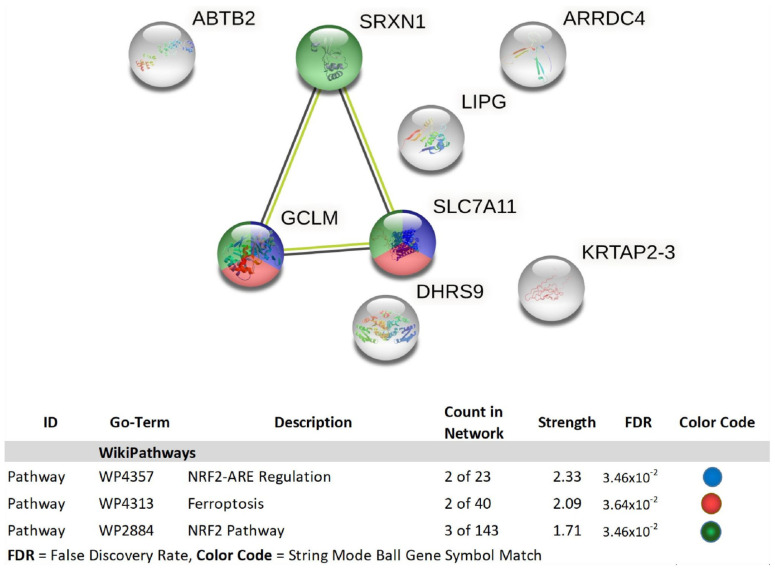
Classification of up-regulated DEGs by GNE-140 in MDA-MB-231 cells, determined using Protein–Protein Interactive String Database analysis. The diagram data are presented as gene symbol and are color-coded by category in the database analysis table. String analytical tables provide the database used, the ID within that database of the recognized related change, the description of the pathway, count in network, strength of association, FDR *p*-value, and color code for genes involved in that network.

**Figure 10:**
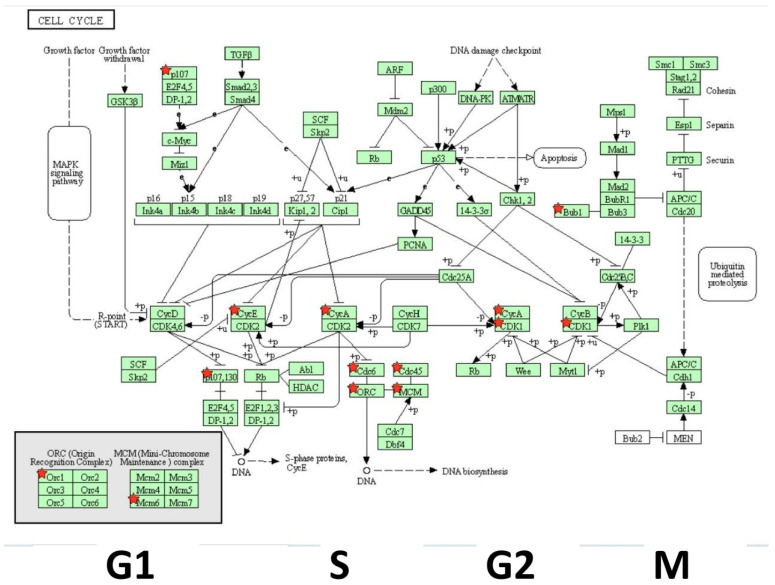
DEG-down-regulated transcripts by GNE-140 vs. controls in MDA-MB-231 cells by pathway analysis show loss of function in cell cycle related genes. Down-regulated DEGS are denoted (red stars) within the KEGG cell cycle pathway.

**Figure 11:**
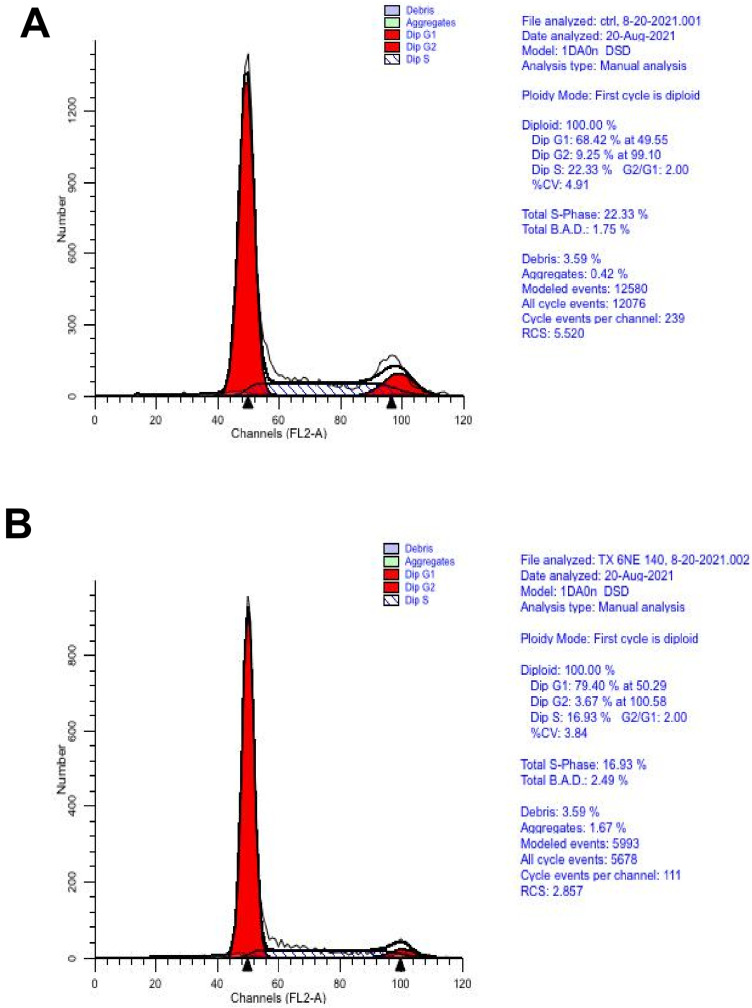
The effects of GNE-140 (50 µM) on cell cycle progression in MDA-MB-231 cells as determined by flow cytometry (**A**) Control vs. GNE-140 treatment (**B**). Abbreviations: 1D0n DSD is the name of the program run for the sample under auto-analysis of the software; total B.A.D—background aggregates and debris (<20% is good); RCS—reduced chi-square; DIP—diploid; %CV—coefficient of variance, <8 is acceptable.

**Figure 12:**
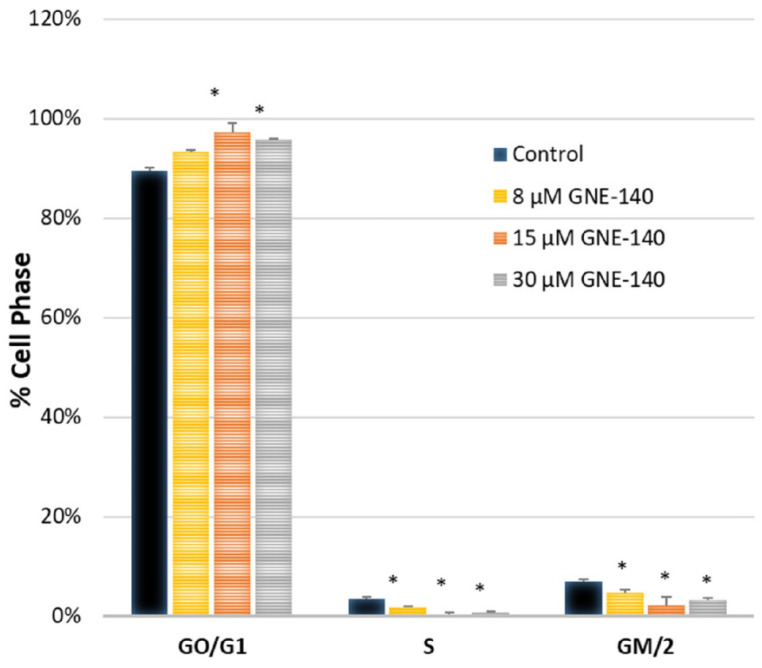
Digital cell cycle analysis in GNE-140-treated MDA-MB-231 cells was performed using fluorescence cytometry. The data represents the average ± the mean of cells at various stages, as a % of total cell cycle phases, *n* = 3. The significance of differences between the groups was determined by a one-way ANOVA with Tukey’s post-hoc test. * *p* < 0.05.

**Table 1:** Transcriptome shift in GNE-140 treated cells vs. controls.

	Gene	Description	FC	*p*-Value	FDR *p*-Value
1	*SNORA38B*	small nucleolar RNA, H/ACA box 38B	−6.59	2.58 × 10^−5^	0.0259
2	*BRIP1*	BRCA1 interacting protein C-terminal helicase 1	−4.65	1.31 × 10^−5^	0.0257
3	*HIST1H3B*	histone cluster 1, H3b	−4.40	6.50 × 10^−6^	0.0257
4	*PBK*	PDZ binding kinase	−4.19	1.30 × 10^−5^	0.0257
5	*NDC80*	NDC80 kinetochore complex component	−3.94	3.70 × 10^−6^	0.0257
6	*NCAPG*	non-SMC condensin I complex subunit G	−3.91	9.67 × 10^−6^	0.0257
7	*FANCI*	Fanconi anemia complementation group I	−3.78	4.27 × 10^−5^	0.0355
8	*HIST1H2AI*	histone cluster 1, H2ai	−3.62	3.74 × 10^−5^	0.0328
9	*EXO1*	exonuclease 1	−3.51	1.09 × 10^−5^	0.0257
10	*ANLN*	anillin actin binding protein	−3.49	8.98 × 10^−6^	0.0257
11	*TYMS*	thymidylate synthetase	−3.49	8.01 × 10^−6^	0.0257
12	*SHCBP1*	SHC SH2-domain binding protein 1	−3.46	3.54 ×10^−5^	0.0322
13	*FAM111B*	family with sequence similarity 111, member B	−3.40	2.00 ×10^−4^	0.0676
14	*HIST1H2BM*	histone cluster 1, H2bm	−3.39	6.37 ×10^−5^	0.0436
15	*CDK1*	cyclin-dependent kinase 1	−3.35	1.47 ×10^−5^	0.0257
16	*DIAPH3*	diaphanous-related formin 3	−3.28	1.24 × 10^−5^	0.0257
17	*MYBL2*	v-myb avian myeloblastosis viral oncogene homolog-like 2	−3.28	1.62 × 10^−5^	0.0257
18	*KIF11*	kinesin family member 11	−3.27	2.55 × 10^−5^	0.0259
19	*HELLS*	helicase, lymphoid-specific	−3.16	2.00 × 10^−4^	0.0665
20	*RRM2*	ribonucleotide reductase M2	−3.11	1.37 × 10^−5^	0.0257
21	*CENPU*	centromere protein U	−3.09	1.78 × 10^−5^	0.0257
22	*CCNA2*	cyclin A2	−3.06	2.40 × 10^−5^	0.0257
23	*TOP2A*	topoisomerase (DNA) II alpha	−3.01	1.50 × 10^−5^	0.0257
24	*SKA3*	spindle and kinetochore associated complex subunit 3	−2.99	1.83 × 10^−5^	0.0257
25	*CCNE2*	cyclin E2	−2.97	4.83 × 10^−5^	0.0388
26	*ESCO2*	establishment of sister chromatid cohesion N-acetyltransferase 2	−2.94	6.92 × 10^−5^	0.0445
27	*RAD51AP1*	RAD51 associated protein 1	−2.91	2.00 × 10^−4^	0.0727
28	*CLSPN*	claspin	−2.87	2.45 × 10^−5^	0.0257
29	*MKI67*	marker of proliferation Ki−67	−2.85	7.56 × 10^−5^	0.0457
30	*TK1*	thymidine kinase 1, soluble	−2.85	1.76 × 10^−5^	0.0257
31	*MCM10*	minichromosome maintenance 10 replication initiation factors	−2.83	1.97 × 10^−5^	0.0257
32	*NUSAP1*	nucleolar and spindle associated protein 1	−2.80	1.78 × 10^−5^	0.0257
33	*SPAG5*	sperm associated antigen 5	−2.78	7.33 × 10^−5^	0.0457
34	*SERTAD4*	SERTA domain containing 4	−2.75	2.00 × 10^−4^	0.0665
35	*MNS1*	meiosis-specific nuclear structural 1	−2.74	7.71 × 10^−5^	0.0457
36	*DNA2*	DNA replication helicase/nuclease 2	−2.73	1.00 × 10^−4^	0.0525
37	*CDC6*	cell division cycle 6	−2.71	4.93 × 10^−5^	0.0389
38	*DLGAP5*	discs, large (Drosophila) homolog-associated protein 5	−2.70	6.80 × 10^−5^	0.0443
39	*KIF14*	kinesin family member 14	−2.70	2.68 × 10^−5^	0.0264
40	*CEP55*	centrosomal protein 55kDa	−2.69	3.39 × 10^−5^	0.0315
41	*ATAD5*	ATPase family, AAA domain containing 5	−2.68	6.59 × 10^−5^	0.0439
42	*CDC45*	cell division cycle 45	−2.67	9.80 × 10^−5^	0.0518
43	*ATAD2*	ATPase family, AAA domain containing 2	−2.64	4.48 × 10^−5^	0.0367
44	*NCAPH*	non-SMC condensin I complex subunit H	−2.61	8.88 × 10^−5^	0.049
45	*CCDC34*	coiled-coil domain containing 34	−2.61	3.88 × 10^−5^	0.0328
46	*MND1*	meiotic nuclear divisions 1	−2.55	3.00 × 10^−4^	0.0911
47	*DTL*	denticleless E3 ubiquitin protein ligase homolog (Drosophila)	−2.54	5.08 × 10^−5^	0.0391
48	*NCAPG2*	non-SMC condensin II complex subunit G2	−2.48	3.85 × 10^−5^	0.0328
49	*SPC25*	SPC25, NDC80 kinetochore complex component	−2.48	6.39 × 10^−5^	0.0436
50	*KNTC1*	kinetochore associated 1	−2.43	5.36 × 10^−5^	0.0391
51	*WDR76*	WD repeat domain 76	−2.42	7.45 × 10^−5^	0.0457
52	*E2F8*	E2F transcription factor 8	−2.37	7.77 × 10^−5^	0.0457
53	*WDHD1*	WD repeat and HMG-box DNA binding protein 1	−2.36	6.64 × 10^−5^	0.0439
54	*CKAP2L*	cytoskeleton associated protein 2-like	−2.35	5.35 × 10^−5^	0.0391
55	*MASTL*	microtubule associated serine/threonine kinase-like	−2.34	6.22 × 10^−5^	0.0436
56	*CENPI*	centromere protein I	−2.32	1.00 × 10^−4^	0.0601
57	*PRIM1*	primase, DNA, polypeptide 1 (49kDa)	−2.31	7.12 × 10^−5^	0.0452
58	*FAM83D*	family with sequence similarity 83, member D	−2.29	1.00 × 10^−4^	0.0542
59	*HIST2H3A; HIST2H3C*	histone cluster 2, H3a; histone cluster 2, H3c	−2.28	1.00 × 10^−4^	0.0575
60	*KIF23*	kinesin family member 23	−2.27	1.00 × 10^−4^	0.0575
61	*MCM6*	minichromosome maintenance complex component 6	−2.27	1.00 × 10^−4^	0.0575
62	*ZNF367*	zinc finger protein 367	−2.25	8.12 × 10^−5^	0.0466
63	*LMNB1*	lamin B1	−2.23	1.00 × 10^−4^	0.0601
64	*BUB1*	BUB1 mitotic checkpoint serine/threonine kinase	−2.22	8.93 × 10^−5^	0.049
65	*ID1*	inhibitor of DNA binding 1, dominant negative helix-loop-helix protein	−2.21	1.00 × 10^−4^	0.0534
66	*CENPF*	centromere protein F	−2.21	9.11 × 10^−5^	0.0493
67	*KIAA0101*	KIAA0101	−2.21	2.00 × 10^−4^	0.0653
68	*AURKB*	aurora kinase B	−2.20	2.00 × 10^−4^	0.0651
69	*TPX2*	TPX2, microtubule-associated	−2.18	1.00 × 10^−4^	0.0525
70	*ORC1*	origin recognition complex subunit 1	−2.18	2.00 × 10^−4^	0.0653
71	*RBL1*	retinoblastoma-like 1	−2.17	2.00 × 10^−4^	0.0789
72	*FOXM1*	forkhead box M1	−2.17	1.00 × 10^−4^	0.0525
73	*KIF20A*	kinesin family member 20A	−2.16	3.00 × 10^−4^	0.0885
74	*MYO5C*	myosin VC	−2.10	3.00 × 10^−4^	0.0842
75	*PRC1*	protein regulator of cytokinesis 1	−2.09	2.00 × 10^−4^	0.0772
76	*PRR11*	proline rich 11	−2.05	2.00 × 10^−4^	0.0651
77	*RFC3*	replication factor C subunit 3	−2.04	2.00 × 10^−4^	0.0667
1	*GCLM*	glutamate-cysteine ligase, modifier subunit	2.01	3.00 × 10^−4^	0.0973
2	*ABTB2*	ankyrin repeat and BTB (POZ) domain containing 2	2.15	9.88 × 10^−5^	0.0518
3	*LOC344887*	NmrA-like family domain containing 1 pseudogene	2.18	3.00 × 10^−4^	0.088
4	*SRXN1*	sulfiredoxin 1	2.24	1.00 × 10^−4^	0.0525
5	*LIPG*	lipase, endothelial	2.33	1.00 × 10^−4^	0.0549
6	*LUCAT1*	lung cancer associated transcript 1 (non-protein coding)	2.39	5.67 × 10^−5^	0.0408
7	*DLGAP1-AS1*	DLGAP1 antisense RNA 1	2.39	2.00 × 10^−4^	0.0674
8	*SLC7A11*	solute carrier family 7 (anionic amino acid transporter light chain, xc-system), member 11	2.47	9.21 × 10^−5^	0.0493
9	*MIR22HG; MIR22*	MIR22 host gene; microRNA 22	2.58	2.00 × 10^−4^	0.0657
10	*KRTAP2-3*	keratin associated protein 2-3	2.88	3.14 × 10^−5^	0.0296
11	*DHRS9*	dehydrogenase/reductase (SDR family) member 9	2.94	2.06 × 10^−5^	0.0257
12	*ARRDC4*	arrestin domain containing 4	4.15	2.25 × 10^−5^	0.0257

## Data Availability

The dataset has been deposited to NIH Gene Expression Omnibus located at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE189183 (approved), accessed on 20 November 2021.

How the deposited data were processed for this re-analysis (not part of the article)

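The data are 9 GeneChip Human Gene 2.1 ST arrays of MDA-MB-231 cells, 5 labelled as controls (3 of set 1, 2 of set 2) and 4 labelled as GNE-140 (2 of each set), with 50 µM given for the whole series and 24 h in a protocol common to all samples. Each array was assigned by its title and treatment label, which name control or GNE-140, and by the paper. The source name of 6 arrays, namely all 4 GNE-140 arrays and both controls of set 2, names a Boswellia preparation instead. This conflict could not be settled. It bears on every comparison of GNE-140 with control, within set 1 as well, and on those between the sets. The labels and the paper's text give different numbers of arrays per set. The deposited values are log2 signals of 53617 probe sets, which the authors made from the scanner files with the Affymetrix Expression Console and, by the submitters' processing notes, the Transcriptome Analysis Console. Their version, summarization, background correction and normalization are not given in the sources used here. The log2 unit was taken from the range of the values and from their differences, which as powers of 2 have the size of the fold changes of Table 1. The scanner files were not used here. Arrays have no depth, and their number and the signal over background limit the precision.

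Gene names came from the platform's annotation, and a gene was named only from a probe set with 1 symbol. Of several probe sets of a gene, that with the highest mean over the 9 arrays stands for it (630 genes of 22389). All probe sets were tested, since nothing marked array controls.

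GNE-140 was compared with control on the deposited values with limma 3.58.1 in R 4.3.3 (lmFit and eBayes) and Benjamini-Hochberg adjustment over all probe sets. The thresholds were taken from the paper, an adjusted p under 0.1, an unadjusted p under 0.05, a fold change over 2 and the same direction in both sets. The paper's wording can also be read as asking for significance within each set, and thresholds asked within each set were run as an alternative. The design written before the data were examined compares the 9 arrays as 2 groups without the set, and the set as a block was one of its alternatives. Since no probe set was called without the set and the 2 sets turned out to lie on different scales, the values of genes and lists in the text are those with the set as a block unless another is named, a choice made after this was seen. The response in set 1 was compared with that in set 2 by the interaction of set and treatment. Exact permutations moved the labels within the sets (60 arrangements), and intervals are at 95%.

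The rule for the genes named was also written beforehand, with Table 1 of the paper in view. It takes the 10 genes with 1 symbol that rose most and the 10 that fell most among those called with every GNE-140 array beyond every control array, the lactate dehydrogenase genes, genes marked in Figures 9 and 10, up to 4 genes of each list with the largest absolute log2 fold change at an adjusted p under 0.1, and genes of Table 1 that were not called. Because the model without the set called none, the rule was applied to the calls with the set as a block, where 6 genes qualified among those higher. Genes named outside it are said to be so.

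The 31 gene lists were written from textbook knowledge before the data were examined. They hold S-phase genes, G2/M genes, cell cycle regulators, DNA replication machinery, kinetochore and centromere genes, replication-dependent histones, Fanconi anemia and homologous recombination, nucleotide synthesis, glycolysis, lactate dehydrogenases and lactate or pyruvate carriers, glucose transporters, MondoA and ChREBP targets, the pentose phosphate pathway, the tricarboxylic acid cycle, oxidative phosphorylation, NRF2 targets, ATF4 targets, the unfolded protein response, heat shock genes, p53 targets, HIF-1 targets, cholesterol synthesis, fatty acid synthesis, apoptosis regulators, inflammatory and senescence-associated secreted factors, the actin cytoskeleton, epithelial-mesenchymal transition and stemness, ribosomal proteins, and markers of luminal breast lines, of fibroblasts and of leukocytes. They were tested with limma's camera at a preset correlation of 0.01, with an estimated correlation and with fry. The design gave no threshold for lists. A threshold of 0.05 was used first, and 0.1, the design's threshold for probe sets, was taken after p-values of lists with an estimated correlation had been seen (at 0.05, 16 lists without the set and 20 with it as a block were called, and with an estimated correlation 1 list with the set as a block in place of 12, and 5 without the set at both thresholds).

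The procedure was tested on simulated data made from the 9 arrays with 200 of the 53617 probe sets changed. With the set as a block it recovered 91% of 100 changed by a log2 of 1.3 and 99% of 100 changed by 2, with 4 false calls among 194. Without the set it recovered 14% and 46%, with 0 false calls among 60. The changed probe sets were drawn from those with a mean above 3. Each was given the same change in both sets, and the noise was normal and independent between probe sets. The shares therefore need not hold for dimmer probe sets, for values repeated between arrays of set 1 or for a response that differs between the sets.

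Alternatives were the set as a block, each set alone, a replicate block of set and letter, quantile normalization, centring of each array on its median, a filter on dim probe sets, probe sets with 1 symbol, other thresholds, a plain test with equal variances, trend and robust variances, and leaving out each array in turn. The letters of the arrays were checked for pairing and taken not to pair them, though so few arrays cannot exclude it. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.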

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

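The tests of an even compression of set 1 and of one sequence measured by many probe sets, and the comparison of levels with those of the USP17L family, were chosen after the result was seen. So was the use of camera for differences of lists between the sets.

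The fall of the cell cycle genes was smaller in set 1 than in set 2. The median log2 fold change of set 1 minus that of set 2 was 0.43 for the S-phase list, 0.25 for G2/M, 0.10 for the cell cycle regulators, 0.29 for DNA replication, 0.41 for the kinetochore, 0.31 for Fanconi anemia and recombination, -0.0058 for nucleotide synthesis, 0.075 for oxidative phosphorylation, 0.11 for the actin cytoskeleton and -0.16 for the NRF2 targets, which rose less in set 1. The difference between the sets passed limma's camera for these 10 lists (adjusted p = 1.0e-20, 1.7e-07, 1.4e-05, 9.6e-14, 4.3e-09, 1.1e-05, 0.0242, 0.0025, 1.7e-04 and 0.0554 in the same order), although the median of nucleotide synthesis hardly moved. With an estimated correlation none passed (adjusted p from 0.306 to 0.607). A permutation of the labels within the sets had been run first for these differences, and no list passed it. Camera replaced it because a flip of the labels in 1 set turns a difference into a sum.

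Over the 94 S-phase and G2/M genes the ratio of the set 1 to the set 2 median was 0.602. Flattening of dim signals in set 1, where many probe sets share a value, would leave the brighter genes alike in both sets. Their ratio was 0.708 (95% interval by bootstrap over genes 0.475 to 0.797) against 0.594 in the dimmer ones, so in these arrays the smaller fall was not confined to dim genes. Nor was it confined to genes chosen on set 2 through Table 1, since the 63 genes outside the table had a ratio of 0.606 (0.443 to 0.823). The intervals treat genes as independent and leave out the error between arrays, so neither explanation can be excluded beyond these arrays. An even compression of the log2 scale of set 1 by the authors' processing cannot be told apart from a weaker response, since the NRF2 targets had a ratio of 0.701 (0.307 to 0.867), an interval that holds both the ratio of the cell cycle genes and values far from it. One dose and one time are given for all samples, and the source name of every set 2 array, controls included, names a Boswellia preparation against its title, so what differs between the sets is open and no biological explanation was tested.

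A group of USP17L genes, a family of near-identical deubiquitinase copies, was higher with GNE-140 in set 2. In set 1 these probe sets lay at low, often repeated values, alike in both groups, which does not show that the genes were unchanged there. Among 29 probe sets whose response differed between the sets (limma, adjusted p under 0.1, smallest 0.0151), 5 belong to this family of 8 probe sets on the array. Another 13, with no gene symbol or several, lay within 0.1 of the median log2 level of these 5 in both groups of set 2 and changed by no more than 0.032 in set 1. The 29 are therefore not 29 separate observations. Set 2 minus set 1, the log2 fold change was 2.82 for USP17L15 and 3.02 for USP17L5. The median signal of the 5 family probe sets was 0.88 in both groups of set 1 and went from 4.45 in controls to 7.17 with GNE-140 in set 2. These 5 were selected for differing between the sets, so their medians do not stand for all 8 probe sets of the family. Without any one array of set 1, or without GNE-140 2A, no probe set differed between the sets, and the number was 4 without GNE-140 2B, 24 without control 2A and 39 without control 2B.

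Whether the 5 probe sets measure one sequence cannot be told apart from several copies that rise together. Their lowest pairwise correlation over the 9 arrays was 0.980, but FAM27E3, another gene, correlated with their mean at 0.997, so a high correlation does not single out one sequence when the sets differ this much in level. Of the 5 probe sets 2 hold equal deposited values on all 9 arrays. Genomic DNA carried into the GNE-140 arrays of set 2 would raise genes that these cells do not transcribe. The 432 olfactory receptor probe sets had a median log2 fold change of -0.021 in set 2, but their level of 1.34 lay below the 2.26 of all probe sets, so a small rise would not have been seen, and carried DNA cannot be told apart from transcription. No biological explanation was tested.

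The antisense transcript ATF7-AS1 differed by -1.18 between the sets (set 2 minus set 1), with a log2 fold change of 0.57 in set 1 and -0.61 in set 2. FAM27E3 differed by 1.65, with -0.10 in set 1 and 1.56 in set 2. In all, 22 probe sets outside the family that differed carry no gene symbol or several, including the 13 at the level of the family probe sets that differed.

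In 6 of 192 groups of arrays of a named gene 1 array stood apart from the others. Chance gives about 1 in 20 for arrays on one scale, but the range here is taken over both sets, which lie on different scales, so this chance value does not hold and an array apart within its set can be missed. The gap to the nearest array, as a share of the range, was 0.871 for BUB1, 0.847 for MND1 and 0.849 for SPC25 (GNE-140 1B in each), 0.879 for MNS1 (GNE-140 1A), 0.736 for CENPU (control 1C) and 0.738 for INSIG1 (control 1A).

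Among lists that hold no matched gene of Table 1, camera with the set as a block called 10. The median log2 fold change was 0.092 for the pentose phosphate pathway, -0.052 for oxidative phosphorylation, 0.13 for the unfolded protein response, 0.15 for p53 targets, -0.041 for HIF-1 targets, 0.12 for cholesterol synthesis, 0.083 for apoptosis regulators, 0.13 for inflammatory and senescence-associated factors, -0.070 for markers of luminal lines and 0.080 for ribosomal proteins. With an estimated correlation 6 of them did not pass, namely oxidative phosphorylation (adjusted p = 0.354), the unfolded protein response, HIF-1 targets and cholesterol synthesis (adjusted p = 0.122 each), apoptosis regulators (adjusted p = 0.273) and ribosomal proteins (adjusted p = 0.311). Outside Table 1, 17 genes with 1 symbol were called with the set as a block, 2 higher and 15 lower, of which EGR1 (log2 fold change 1.42, adjusted p = 0.0248 from limma), GPX8 (-1.55), TGFB2 (-1.03) and HAS2 (-1.03) are named after their values were seen.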

How the results depend on the processing

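Chosen after the values had been seen were the tests that join the set as a block with another change, the stricter threshold for the gene lists, the tests that start from set 2 alone with the same direction in set 1, the splits without the set term, and the count of splits with both labels in each set.

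Without the set term limma called 0 probe sets, against 599 at an unadjusted p under 0.05. It also called 0 without each array in turn (0 to 0), in set 1 alone, in set 2 alone, with the replicate block, without a fold minimum, at an adjusted p under 0.05, without a requirement on the sets or with thresholds asked within each set, among probe sets above the median mean, and with trend and robust variances. With the set as a block 95 were called (21 higher, 74 lower), among them 56 genes of Table 1 and 10 of the cell cycle regulators list. Quantile normalization gave 10 (6 higher, 4 lower, 7 genes of Table 1), centring of each array on its median gave 4 (4 higher, 0 lower, 3 genes of Table 1), probe sets with 1 gene symbol gave 1 (lower), and the plain test with equal variances gave 8 (1 higher, 7 lower). Set 2 alone with the same direction in set 1 gave 145 with trend (43 higher, 102 lower), 153 with trend and robust variances (46 and 107), 157 among probe sets with a gene symbol (27 and 130), 164 among these with trend (30 and 134), 84 above the median mean (22 and 62), 200 with a mean above 3 (63 and 137) and 117 within a range of probe set numbers (25 and 92). The filters test fewer probe sets, and otherwise the cause was not tested. The 81 matched genes of Table 1 kept their direction in every setting run without the set term.

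The count of 95 with the set as a block was 104 with quantile normalization and 93 with centring (18 higher in both), 107 above the median mean, 81 at an adjusted p under 0.05, 99 with trend and robust variances and 95 without a requirement on the sets. It was 77 with 1 gene symbol, of which 9 were higher, 517 (232 higher, 285 lower) without a fold minimum, and 43 (12 higher, 31 lower) with thresholds asked within each set, where each change follows from the filter. Without 1 array it ranged from 53 to 129, with 13 to 33 higher and 40 to 112 lower, the genes of Table 1 called from 33 to 69 and the overlap with the regulators list from 4 to 12. The lowest totals came without control 2A (54), control 2B (53), GNE-140 2A (57) or GNE-140 2B (57), and 129 came without GNE-140 1A. Of 87 named genes past the adjusted p, 39 stayed past without each array in turn. Centring ended the calls of 6 (ERN1, HSPA4L, HMGCS1, MSMO1, SKA3, ZNF367), and quantile normalization added 3 (SNORA38B, FANCI, DLGAP1-AS1).

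Of 31 lists, 17 were called without the set term, 5 with an estimated correlation, 3 by fry, 16 at an adjusted p under 0.05 and 16 to 19 without 1 array. In set 1 alone 19 were called, in set 2 alone 18, with quantile normalization 20 and with centring 21. The set as a block gave 21 (12 with an estimated correlation, 21 by fry, with glucose transporters at an adjusted p = 0.0752 in place of oxidative phosphorylation at 0.181, and 20 to 23 without 1 array), and 20 of the 21 stayed called without each array in turn, the exception being the apoptosis regulators. Quantile normalization of the blocked values also called glycolysis and the tricarboxylic acid cycle lower (adjusted p = 0.0593 for both from limma's camera) and ended the call of the apoptosis regulators. Without GNE-140 2A or control 2B, glycolysis and glucose transporters were also called lower.

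Medians of lists near 0 changed sign with the scale, since the median log2 fold change of all probe sets was 0.085 without the set term, 0.0049 with the set as a block, -0.0011 with quantile normalization (a shift of -0.087) and -0.027 with centring (a shift of -0.11). Oxidative phosphorylation, at 0.065 without the set term, was at -0.052 with the set as a block, -0.10 in set 2, -0.061 with the replicate block, -0.069 with quantile normalization and -0.047 with centring. HIF-1 targets (0.017) were at -0.041, -0.097, -0.073, -0.10 and -0.095 in the same order, and from -0.093 to 0.13 without 1 array. The actin cytoskeleton (0.027) was at -0.093, -0.14, -0.11, -0.12 and -0.085, at -0.030 in set 1, and from -0.16 to 0.19 without 1 array. Genes of epithelial-mesenchymal transition and stemness (0.045) were at -0.039, -0.0097, -0.036, -0.083 and -0.067, at -0.047 in set 1, and from -0.13 to 0.16 without 1 array. Markers of luminal breast lines (0.057) were at -0.070 with the set as a block, -0.051 in set 1, -0.11 in set 2, -0.075 with the replicate block, and from -0.15 to 0.20 without 1 array. In set 1 glycolysis (0.10) was at -0.065 and glucose transporters (0.0015) at -0.059. Glucose transporters were at -0.098 with quantile normalization, -0.087 with the set as a block by fry, and from -0.16 to 0.11 without 1 array. The tricarboxylic acid cycle (0.040) was at -0.090 with quantile normalization and -0.072 with centring. An estimated correlation or fry leaves a median as it is. Without the set term, camera placed the HIF-1, actin and epithelial-mesenchymal lists lower although their medians lay above 0. Without 1 array and without the set term, the cell cycle regulators (-0.052) ranged from -0.19 to 0.089, nucleotide synthesis (-0.089) from -0.23 to 0.12 and the MondoA targets (0.23) from -0.0095 to 0.46. Leaving out 1 array without the set term shifts the balance of the sets between the groups, and beyond that the cause was not tested.

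Across probe sets the correlation of 0.187 between the sets was 0.251 above the median mean, 0.185 with quantile normalization and 0.138 to 0.182 without 1 array. The difference of the S-phase and G2/M medians, -0.11, was -0.0053 in set 1 alone and -0.19 in set 2 alone, where the arrays allow no exact permutation p under 0.05, and ranged from -0.14 to 0.0021 without 1 array. Over both sets the exact permutation p was 0.233, and the lowest without 1 array was 0.0667 (GNE-140 2B). LDHA, LDHB, LDHC and LDHD did not pass limma's test in any setting. The 29 probe sets whose response differs between the sets were 25 with quantile normalization, 27 above the median mean, and 0 to 39 without 1 array.

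The letters of the arrays were taken not to pair them, since the deviations of same-lettered arrays correlated with r = -0.152 to 0.0298 and not every array correlated best with its own letter. With so few arrays of a group in a set these deviations are not independent, so a pairing is not excluded. With the replicate block 0 probe sets and 20 lists were called.

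Of 126 splits of the arrays into 5 and 4, 100 were drawn. In the model with the set as a block 2 of the 100, the real one included, called 95 or more probe sets (highest other 103, from a split that places 4 arrays of set 1 together). Of the 100, 4 called 21 or more lists (highest other 23, from a split that places 4 control arrays together). Both shares lie under 0.05, but chance between cultures is not excluded, since the arrays may be technical copies. For the lists, the other splits that reach 21 keep 3 GNE-140 or 4 control arrays together. They are close to the real split, so that share is hard to read. In 5 of the splits the group of 4 holds arrays of set 1 alone, so the same direction could not be asked in set 2, a looser rule than that of the real split, and the 103 is one of these. Among the 95 splits with both labels in each set the real one alone reached 95 (highest other 1). Without the set term the real count was 0, which any split reaches, so the splits say nothing about it. There the same 5 splits called 4190 to 6932 probe sets, a structure of the samples by set. With the set as a block these 5 splits compare 4 arrays of set 1 with the 1 that remains. Their counts in that model thus do not show whether the block removes the structure.

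Precision is limited by 2 or 3 arrays of a group in a set and by the signal over background. In set 1, 43.7% of probe sets had 1 deposited value on 3 or more of the 5 arrays (28.1% to 30.3% when 4 of them are taken), which limits what can be read from them there.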

Differences from the paper's values

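The tests that start from set 2 alone, and those that join the set as a block with another change, were chosen after the values had been seen.

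The paper reports 12 genes higher and 77 lower with GNE-140, and the same thresholds over the 9 arrays called 0 higher and 0 lower with limma (599 at an unadjusted p under 0.05). Of the alternatives set before the data were examined, the set as a block gave 74 lower, which lies within 1.5 times of the paper's number, and 21 higher, which does not. None of the others came within 1.5 times in either direction (quantile normalization 6 higher and 4 lower, centring on the array medians 4 and 0, probe sets with 1 gene symbol 0 and 1, the plain test with equal variances 1 and 7, and 0 and 0 in set 1 alone, in set 2 alone, with the replicate block, without a fold minimum, at an adjusted p under 0.05, with no requirement or a stricter one on the sets, above the median mean, and with trend and robust variances).

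Settings chosen after seeing the values also reach one or both numbers. With the set as a block, quantile normalization gave 18 higher and 86 lower (22 of the 81 matched genes of Table 1 not called), centring 18 and 75 (26 not called), 1 gene symbol 9 and 68 (23 not called) and an adjusted p under 0.05 gave 16 and 65 (29 not called), each within 1.5 times in both directions. Probe sets above the median mean gave 26 and 81 (23 not called), trend and robust variances 22 and 77 (23 not called) and no requirement on the sets 21 and 74 (25 not called), within 1.5 times for the lower genes alone, and thresholds asked within each set gave 12 and 31 (56 not called), which reaches the higher genes alone. Set 2 alone with the same direction in set 1 gave 43 and 102 with trend (4 not called), 46 and 107 with trend and robust variances (3 not called), 22 and 62 above the median mean (31 not called) and 25 and 92 within a range of probe set numbers (11 not called), within 1.5 times for the lower genes alone. Other settings of this kind gave 27 and 130 with a gene symbol (1 not called), 30 and 134 with a gene symbol and trend (1 not called) and 63 and 137 with a mean above 3 (2 not called).

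Fold changes of 26 named genes of Table 1 were compared on the paper's signed linear scale, and 12 lay beyond the spread between arrays without the set term. The paper's value is 2.39 for LUCAT1, 2.94 for DHRS9, -3.46 for SHCBP1, -3.91 for NCAPG, -4.19 for PBK, -3.49 for ANLN, -3.01 for TOP2A, -2.97 for CCNE2, -3.06 for CCNA2, -3.35 for CDK1, -2.71 for CDC6 and -2.67 for CDC45. In the same order the values here are 2.17, 2.03, -2.87, -2.87, -2.79, -2.70, -2.60, -2.26, -2.60, -2.54, -2.22 and -1.91. Set 2 alone brings all 12 within the spread. Quantile normalization and centring bring all but DHRS9 and CDC45 within their own spread, which is wider for most of these genes. Held to the spread without the set term they bring 9 and 7 within it, and LUCAT1 and DHRS9 move away from the paper's value. Each by its own spread, the replicate block brings CCNA2 and CDC6 within it, the set as a block brings CDC6 alone, and set 1 alone brings none. Over the 26 genes, 12 lay beyond the spread without the set term, 15 with the set as a block, 22 in set 1, 0 in set 2, 13 with the replicate block, 3 with quantile normalization and 3 with centring. Of the 81 matched genes of Table 1, 80 had the paper's fold change to within 0.01 in set 2 alone. For these 80 the fold changes of the table are thus those of set 2. The values over all 9 arrays are set against them although they rest on both sets.

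Among the matched genes of Table 1, 25 are not called with the set as a block. Of these 20 pass the adjusted p and not the fold, and SNORA38B, FANCI, DNA2, ATAD5 and DLGAP1-AS1 do not pass the adjusted p there or in the alternatives set before the data were examined that use all 9 arrays or 1 set. With quantile normalization of the blocked values, chosen after seeing the values, SNORA38B (log2 fold change -1.81), FANCI (-1.33) and DLGAP1-AS1 (0.84) pass it, as do SNORA38B, FANCI, DNA2 and ATAD5 without GNE-140 1A and DLGAP1-AS1 without GNE-140 1B. Without the set term, quantile normalization calls 7 and centring 3 of the 81. All 81 have the paper's direction.

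The text of the paper gives other numbers of arrays for the 2 sets than the sample labels, and the list printed in Figure 7 gives the numbers of higher and lower genes in the opposite order to its legend, the text and Table 1. Here the directions follow Table 1, whose 81 matched genes keep them.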

Other observations

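The tests with an estimated correlation and those that leave out 1 array, both with the set as a block, were chosen after the values were seen. Values below are from that model unless they are said to be without the set term or from 1 set alone. The lists of MondoA and ChREBP targets, of ATF4 targets, of the actin cytoskeleton and of epithelial-mesenchymal transition and stemness each hold 1 or 2 genes of Table 1. They were written after that table had been read and are not independent of it.

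Some glucose-responsive genes rose with GNE-140, as did some genes of stress responses and of sterol synthesis. Of 12 measured targets of MondoA and ChREBP, the transcription factors that respond to glucose, 4 rose, none fell and 8 did not pass (5 rose and 1 fell when adjusted over the list alone). Besides ARRDC4 these were TXNIP, which limits glucose uptake (log2 fold change 0.71, standard error 0.063, adjusted p = 0.0055 from limma), KLF10 (0.71) and ARRDC3 (0.40). The list was higher by camera (adjusted p = 2.9e-04) but not with an estimated correlation (adjusted p = 0.122). Of 7 genes of the pentose phosphate pathway the transaldolase gene TALDO1 (0.48) rose and none fell (3 and 0 when adjusted over the list alone), with adjusted p = 0.0033 for the list from camera and 0.0781 with an estimated correlation, and 0.142 without the set term. Of 19 genes of cholesterol synthesis INSIG1 (0.73), HMGCS1 (0.54) and MSMO1 (0.34) rose and none fell (8 and 2 when adjusted over the list alone), with adjusted p = 9.7e-04 from camera and 0.122 with an estimated correlation. None of 17 genes of fatty acid synthesis passed (1 rose when adjusted over the list alone, list adjusted p = 0.241 from camera).

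Of 24 p53 targets CDKN1A, GADD45A and TIGAR (0.80), a phosphatase that lowers glycolytic flux, rose and none fell (10 and 1 when adjusted over the list alone), and the list was higher by camera (adjusted p = 9.0e-05, and 0.071 with an estimated correlation). Of 21 genes of the unfolded protein response the sensor gene ERN1 (0.78) and the chaperone gene HSPA5 (0.40) rose (6 and 0 when adjusted over the list alone), with adjusted p = 2.9e-05 for the list from camera and 0.122 with an estimated correlation. Of 31 ATF4 targets 2 rose and 3 fell (5 and 8 when adjusted over the list alone), and the list did not pass (adjusted p = 0.187 from camera). Next to SLC7A11, which rose, DDIT4 (-0.76) and the serine synthesis genes PSAT1 (-0.57) and PSPH (-0.55) fell. Among 26 HIF-1 targets DDIT4 alone fell (2 higher and 5 lower when adjusted over the list alone), with adjusted p = 0.0397 for a lower list from camera and 0.122 with an estimated correlation. Of 12 heat shock genes HSPA4L (-0.30) fell (1 and 1 when adjusted over the list alone, list adjusted p = 0.427 from camera). None of 28 apoptosis regulators passed, alone or over the list, while the list was higher by camera (adjusted p = 0.0812) and not with an estimated correlation (adjusted p = 0.273) or without the set term (adjusted p = 0.25).

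Among genes of cell shape and cell type, DIAPH3, which nucleates actin filaments (log2 fold change -1.37, standard error 0.14, adjusted p = 0.0097 from limma), and ID1, an inhibitor of differentiation (-1.36), fell. Of 40 genes of the actin cytoskeleton 4 fell, with ANLN and DIAPH3, and 3 rose, with CCN2 (0.56) and RHOB (0.47) (10 and 4 when adjusted over the list alone). The list was lower by camera (adjusted p = 0.0019) and not with an estimated correlation (adjusted p = 0.344). Of 31 genes of epithelial-mesenchymal transition and stemness ID1, KRT18 (-0.45) and ITGA6 (-0.42) fell and SNAI1 (0.64) rose (6 and 1 when adjusted over the list alone), with adjusted p = 0.0093 for a lower list from camera and 0.0889 with an estimated correlation. Of 31 inflammatory and senescence-associated secreted factors CXCL8 (1.09) and the collagenase gene MMP1 (0.82) rose and none fell (10 and 1 when adjusted over the list alone), with adjusted p = 3.4e-04 from camera and 0.0556 with an estimated correlation. Of 15 markers of luminal breast lines KRT18 fell (6 lower and 0 higher when adjusted over the list alone), with adjusted p = 0.0093 from camera, 0.0779 with an estimated correlation and 0.178 without the set term. No marker of fibroblasts (11) or leukocytes (12) passed (list adjusted p = 0.187 and 0.249 from camera). Of 29 ribosomal protein genes RPL12 (0.79) rose, also when adjusted over the list alone, with adjusted p = 0.0042 for a higher list from camera and 0.311 with an estimated correlation.

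Some of these lists were not called by limma's camera in 1 of the sets alone. The lists of epithelial-mesenchymal transition and stemness and of ribosomal proteins were called in set 1 and not in set 2 (adjusted p = 0.11 and 0.15), HIF-1 targets and the actin cytoskeleton in set 2 and not in set 1 (adjusted p = 0.437 and 0.337), and the apoptosis regulators in neither (adjusted p = 0.176 and 0.16).

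Of the genes first named here, TXNIP, KLF10, CXCL8, MMP1, DIAPH3, ID1 and ITGA6 kept an adjusted p under 0.1 in all 9 fits that leave out 1 array, and the others lost it in 1 or more (ERN1 and HSPA4L in all 9).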
